# Smad4 controls signaling robustness and morphogenesis by differentially contributing to the Nodal and BMP pathways

**DOI:** 10.1038/s41467-021-26486-3

**Published:** 2021-11-04

**Authors:** Luca Guglielmi, Claire Heliot, Sunil Kumar, Yuriy Alexandrov, Ilaria Gori, Foteini Papaleonidopoulou, Christopher Barrington, Philip East, Andrew D. Economou, Paul M. W. French, James McGinty, Caroline S. Hill

**Keywords:** Zebrafish, RNA sequencing, Growth factor signalling, Embryogenesis, Embryonic induction

## Abstract

The transcriptional effector SMAD4 is a core component of the TGF-β family signaling pathways. However, its role in vertebrate embryo development remains unresolved. To address this, we deleted Smad4 in zebrafish and investigated the consequences of this on signaling by the TGF-β family morphogens, BMPs and Nodal. We demonstrate that in the absence of Smad4, dorsal/ventral embryo patterning is disrupted due to the loss of BMP signaling. However, unexpectedly, Nodal signaling is maintained, but lacks robustness. This Smad4-independent Nodal signaling is sufficient for mesoderm specification, but not for optimal endoderm specification. Furthermore, using Optical Projection Tomography in combination with 3D embryo morphometry, we have generated a BMP morphospace and demonstrate that Smad4 mutants are morphologically indistinguishable from embryos in which BMP signaling has been genetically/pharmacologically perturbed. Smad4 is thus differentially required for signaling by different TGF-β family ligands, which has implications for diseases where Smad4 is mutated or deleted.

## Abstract (web summary)

The role of the transcriptional effector SMAD4 in vertebrate embryo development remains unresolved. Here the authors show that in the absence of Smad4, dorsal/ventral embryo patterning is disrupted due to the loss of BMP signaling, while Nodal signaling is maintained, but insufficient for optimal endoderm specification.

## Introduction

Morphogens are extracellular signaling molecules that act locally or at a distance to instruct and coordinate cell fate decisions across space and time^1,2^. Specific features of the signal, such as concentration and duration, are interpreted by receiving cells via highly regulated cellular responses^1^. These are typically mediated by intracellular effectors, transcription factors, and cofactors^3^. The transcriptional effector SMAD4 mediates signaling responses to the transforming growth factor β (TGF-β) family of morphogens in a variety of biological contexts, ranging from embryo development to adult tissue homeostasis^4–6^. Consistent with this central role, loss of SMAD4 is associated with human disease, most commonly cancer, where it acts as a prominent tumor suppressor^7–9^.

SMAD4 is described as the “common SMAD”, given its involvement in signal transduction in both arms of the TGF-β family signaling pathways; the SMAD1/5 arm, which is canonically activated by BMPs and some GDF ligands, and the SMAD2/3 arm, activated by NODAL, Activins, TGF-β, and other GDF family members^10,11^. Upon ligand binding, receptor-regulated SMADs (R-SMADs) SMAD1/5 and SMAD2/3 are phosphorylated by activated type I receptors and form complexes with SMAD4 that accumulate in the nucleus to regulate target gene expression^10,11^. The SMAD complexes have low affinity for DNA and cooperate with other transcription factors to regulate transcription^12^. Phosphorylated SMAD1/5 (pSMAD1/5) and pSMAD3 bind DNA directly with SMAD4 at specific SMAD-binding elements^12^. pSMAD2–SMAD4 complexes, in contrast, do not bind DNA directly but are recruited by other transcription factors, the first characterized being the forkhead transcription factor, FOXH1 (formerly called Fast1)^13,14^. Whilst the in vitro data has established a central role for SMAD4 in these signal transduction pathways, the functional role of SMAD4 in vivo has not been fully resolved.

The signaling requirement for SMAD4 has mostly been explored in developmental systems in the context of well-characterized responses to the BMP and NODAL morphogens, which pattern embryos into the three discrete germ layers during gastrulation. NODAL signaling is required for mesoderm and endoderm specification and left–right asymmetry^15–18^, whereas BMP signaling patterns the ectoderm and is essential for dorsal/ventral (D/V) patterning^19,20^. The necessity of SMAD4 for NODAL and BMP signaling has so far been inconclusive, with studies reporting SMAD4-independent responses for each arm of the pathway. For example, in *Drosophila*, the SMAD4 homolog Medea is essential for D/V patterning of the embryo, as Medea mutants display severe axis ventralization, a phenotype similar to embryos mutant for the BMP homolog decapentaplegic (Dpp)^21,22^. While this suggested a general signaling requirement for Medea in Dpp signaling, analysis of Medea mutant clones revealed that in the developing wing disc, Dpp signaling functions independently of Medea close to the Dpp source, while at increasing distances, Medea is essential for Dpp-induced target gene expression^23^. Similarly, females bearing Medea*-*null clones in the germline can produce fertilized eggs, a process dependent on Dpp and the SMAD1/5 homolog, Mad^23^.

In the mouse, global loss of SMAD4 is embryonically lethal, with the embryos dying at the onset of gastrulation^24^. However, conditional loss of SMAD4 in the epiblast generated embryos that gastrulated but displayed mixed outcomes in terms of patterning. Specifically, these mutants failed to form streak derivatives induced by NODAL, like the node, notochord, prechordal plate, and definitive endoderm. However, they developed an allantois and a mis-patterned heart, which are under the control of BMP signaling^4^. This phenotype is reminiscent of a complete loss of NODAL signaling in the epiblast^25,26^. Nevertheless, interpretation of these data is complicated by the fact that in the mouse embryo BMPs and NODAL regulate each other, since epiblast-derived NODAL can induce BMP4 synthesis in the extraembryonic ectoderm which in turn promotes NODAL expression in the epiblast^17,27–29^. Therefore, while evidence in the mouse clearly demonstrates the existence of SMAD4-independent responses, it is not resolved whether they occur downstream of BMPs, NODAL or both.

To address this question, we have exploited the zebrafish embryo where patterning by BMPs and Nodal is well described, and these ligands are induced independently of each other^30^. The Nodal ligands Ndr1/2 are secreted by the extraembryonic yolk syncytial layer (YSL) to induce their own expression in the overlaying blastoderm margin^18,31–33^. This results in a signaling gradient which extends about five cell tiers^33,34^. Both the size and amplitude of this signaling domain are finely tuned by the Nodal antagonists, Lft1/2, also expressed under the control of Nodal in a negative feedback mechanism^33,35^. Expression of the zygotic BMP ligands Bmp2b/4/7a is primarily induced by maternal Gdf6a, which is a BMP subfamily member that signals through the type I BMP receptor Alk8 and Smad5^36–40^. BMP signaling levels are initially uniform within the blastula, but are progressively cleared from the dorsal side of the embryo by dorsal expression of the BMP antagonist Chordin^41^, through a proposed source–sink mechanism^42,43^.

Here, we generate a Smad4 mutant zebrafish line and systematically explore the consequences of Smad4 loss downstream of Nodal and BMP signaling. Contrary to the classical view, we find that in maternal-zygotic (MZ) *smad4a* mutants, Nodal signaling at mid gastrulation is broadly maintained at levels similar to wild type (WT). We show that the initial Smad4-independent expression of some Nodal target genes is sub-optimal, but the embryo dynamically compensates for this reduced signaling as a consequence of relieved feedback inhibition from the Nodal antagonists Lft1/2. While this results in sufficient Nodal signaling for axial and paraxial mesoderm induction, endoderm specification is more severely affected. In contrast, early BMP signaling absolutely requires Smad4 to induce target gene expression and promote D/V patterning. Using calibrated doses of a BMP inhibitor and mutant embryos we take advantage of Optical Projection Tomography (OPT), followed by semi-automated segmentation and quantitation, to establish a BMP morphospace. Consistent with our phenotypic findings, this analysis demonstrates that loss of BMP signaling dominates the morphogenetic outcome of MZ*smad4a* embryos. Taken together, our data indicate that Smad4 is dispensable for Nodal signaling but is essential for BMP signaling and confers robustness to embryo morphogenesis.

## Results

### Smad4a is essential for embryo development

Due to an ancestral genome duplication, there are two copies of *smad4* within the zebrafish genome: *smad4a* (ENSDARG00000075226) and *smad4b* (ENSDARG00000012649). We characterized the temporal expression of the two paralogs by qPCR across blastula stages (64-cell to sphere stage), gastrulation (30 to 90% epiboly), somitogenesis and larval stages (24 h post fertilization (hpf)–96 hpf) (Fig. 1a, Supplementary Fig. 1a). Strikingly, the expression of *smad4b* was very low at all stages examined, whereas *smad4a* was robustly expressed prior to, during and after gastrulation (Fig. 1a, Supplementary Fig. 1a). Notably, *smad4a* transcripts were strongly detected between the 64-cell and sphere stages, prior to zygotic genome activation, showing that the transcript is maternally deposited (Fig. 1a). To confirm the maternal origin of the *smad4a* transcript and investigate its distribution in the embryo we investigated *smad4a* expression at sphere stage using scRNA-seq (Fig. 1b). Cluster analysis of the sphere library revealed *smad4a* expression within the putative yolk syncytial layer (YSL), the enveloping layer (EVL), and the ventral and dorsal blastoderm (Fig. 1b and see Supplementary Fig. 2a for cluster definitions). This was similar to the expression pattern of *smad5* and *smad2* which are maternally deposited^44,45^ (Supplementary Fig. 2b, c). We therefore concluded that *smad4a*, but not *smad4b*, is the major *smad4* during zebrafish embryo development and therefore the gene to target for downstream functional analysis.

**Fig. 1:**
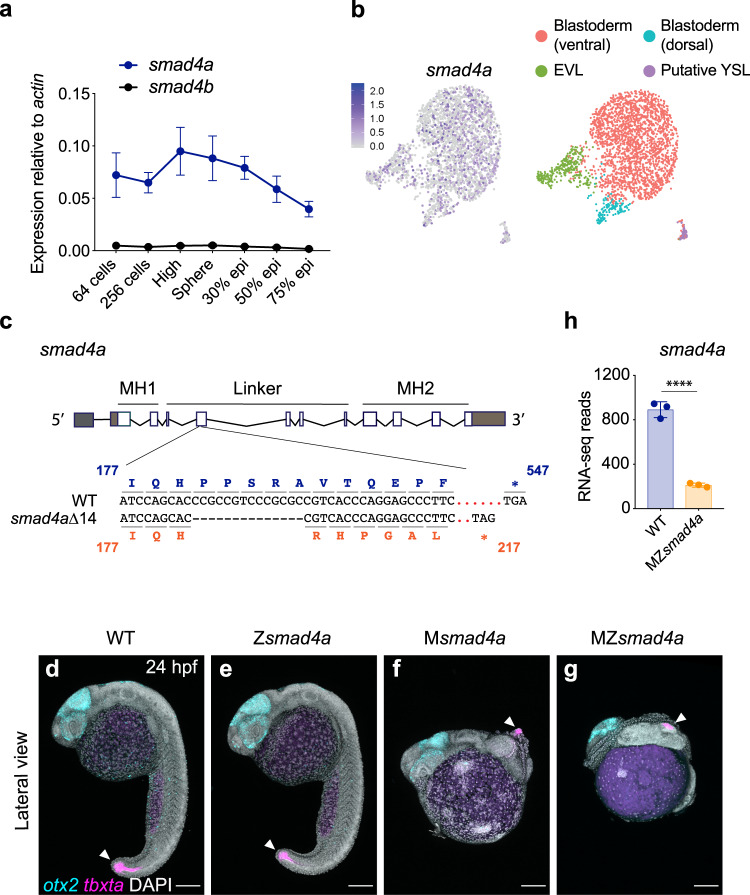
*smad4a* is expressed during early zebrafish development and its loss disrupts embryo patterning. **a** qPCR for *smad4a* and *smad4b* mRNA in WT embryos, at the stages indicated. Means ± SEM are shown for four biological replicates for each stage. **b** Uniform manifold approximation and projection (UMAP) visualization of single cells derived from sphere stage zebrafish embryos. Left panel, normalized counts for *smad4a* expression. Right panel, unsupervised clustering subdivides the sphere sample in four different clusters. **c** Schematic representation of the *smad4a* locus and CRISPR/Cas9 editing strategy, with WT and the mutant DNA and protein sequences. **d**–**g** Lateral views of 24-hpf WT (**d**), Z*smad4a* (**e**), M*smad4a* (**f**), and MZ*smad4a* (**g**) embryos double FISH-stained for *otx2* and *tbxta*. Images in **d**–**g** are representative of 25 embryos each and four independent experiments. Scale bar corresponds to 150 µm and arrow indicates the tailbud. Nuclei were stained with DAPI (white). **h** RNA-seq reads for *smad4a* in WT and MZ*smad4a* mutants. Means ± SD are shown for three biological replicates for each genotype. *p*(adj) = 2.132 × 10^-35^. Wald test. ****, *p*(adj) < 0.0001.

To delete *smad4a*, we used a CRISPR/Cas9 genome editing approach^46,47^ and generated a *smad4a* null allele, *smad4aΔ14* carrying a 14-bp deletion within the Smad4 linker region which leads to a deleterious frameshift and a premature stop codon (Fig. 1c). Homozygous zygotic *smad4a* mutants (hereafter Z*smad4a*) generated by in-crossing heterozygous carriers were indistinguishable from WT embryos at 24 hpf (Fig. 1d, e, Supplementary Fig. 1c, d), reached adulthood at the expected mendelian ratio and were fertile (Supplementary Fig. 1b). However, 100% of embryos from homozygous females crossed with either WT, heterozygous or homozygous males died prematurely within 2 days of development (Fig. 1f, g, Supplementary Fig. 1e, f) consistent with a maternal effect. At 24 hpf, mutant embryos displayed a shortened axis and disrupted patterning, with anterior structures abnormally expanded, as shown by expression of anterior (*otx2)* and posterior (*tbxta*) gene landmarks (Fig. 1d–g, Supplementary Fig. 1c–f). These defects appeared more severe in embryos originating from crosses between homozygous female and homozygous males (MZ*smad4a* mutants) (Fig. 1g, Supplementary Fig. 1f), compared to crosses with either WT or heterozygous males (maternal (M) *smad4a* mutants) (Fig. 1f, Supplementary Fig. 1e), suggesting a partial rescue by the paternal WT allele. Maternal deposition of *smad4a* was lost in both MZ*smad4a* and M*smad4a* mutants (from 64 cells to sphere; Supplementary Fig. 1g), likely due to nonsense mediated decay (NMD) within the maternal germline^48^. Similarly, zygotic *smad4a* levels were also markedly reduced in MZ*smad4a* mutants confirmed by both qPCR and bulk RNA-seq (Fig. 1h, Supplementary Fig. 1h). It is commonly reported that the deletion of a gene is often functionally compensated by upregulation of its duplicated copy^48^. However, transcript levels for *smad4b* remained unchanged in both M*smad4a* and MZ*smad4a* mutants as assessed by both qPCR and RNA-seq (Supplementary Fig. 1h, i), which argues against a compensatory effect via *smad4b*. 

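smad4a (ENSDARG00000075226), the gene disrupted in these mutants, was checked first in each of the 6 libraries made at 50% epiboly. Its level, in CPM (counts normalized for library size by edgeR's TMM method), was 59.3 ± 4.02 (SD, n = 3) in WT embryos and 14.3 ± 1.13 (SD, n = 3) in MZsmad4a embryos. The 3 WT libraries had 54.7, 62.3 and 60.8 CPM, and the 3 MZsmad4a libraries had 13.1, 15.3 and 14.6 CPM, so every library lay on the side of its genotype. The log2 fold change was -2.05 (standard error 0.13, adjusted p = 0.000546 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 15720 genes). With the replicate number as a block in the model (replicate block), the log2 fold change was -2.05 and the adjusted p was 0.00497. It stayed between -2.10 and -1.98 when each library was left out in turn. DESeq2 with a prior on the fold change and the replicate block moved it most among the alternatives, to -1.88. The remaining transcripts in the mutants rested on 227, 277 and 278 counts, far above the smallest level that the depth could show.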

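smad4b (ENSDARG00000012649) was far lower than smad4a in WT embryos. Its level was 2.95 ± 0.238 CPM (SD, n = 3) in WT embryos and 2.56 ± 1.21 CPM (SD, n = 3) in MZsmad4a embryos, a log2 fold change of -0.20 (standard error 0.36, adjusted p = 0.827 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference was smaller than the spread between the mutant libraries, which had 2.02, 1.71 and 3.94 CPM. With the replicate block the log2 fold change was -0.28 (adjusted p = 0.757 from the same test). When each library was left out in turn it ranged from -0.65 to 0.02. With this spread between the libraries, neither a direction nor a small change of smad4b could be detected. Msmad4a embryos were not part of these libraries. smad4a and smad4b are duplicated copies, and the authors' counting assigned reads shared between such copies by estimation. The paper's methods also describe smad4b as separate transcripts in GRCz11 but a single transcript in the release before. The identifier counted here may therefore hold only part of the smad4b reads.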

The mutant phenotype could be fully rescued by injecting either human *SMAD4* mRNA or zebrafish *smad4a* mRNA proving that the phenotype is specific to loss of *smad4a* (Supplementary Fig. 1j, k). Taken together our results show that the mutant phenotype is dependent on the specific loss of *smad4a* and demonstrate that *smad4a* is essential for embryo development.

### Loss of *smad4a* differentially affects expression of BMP and Nodal target genes

Having generated a specific *smad4a* mutant we next investigated how loss of Smad4a influenced Nodal- and BMP-induced transcription. We initially explored BMP and Nodal transcriptional outputs at mid gastrulation, a time at which these ligands pattern the embryo through well-described arrays of target genes^49,50^. 

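The zebrafish embryos sequenced here were WT embryos and MZsmad4a embryos, which lack smad4a from both the mother and their own genome. Each of the 6 libraries, 3 per genotype, was made from 25 embryos at 50% epiboly, a stage of gastrulation at which the cell layers have covered 50% of the yolk. The authors removed adapters with cutadapt, aligned the paired-end reads with STAR and estimated with RSEM how many reads came from each gene. The deposited values are these expected counts, which need not be whole because reads that fit several genes are shared out, together with TPM, a transcript abundance scaled to the same total in each library. Between 91.0% and 92.6% of the expected counts were whole numbers. The totals were 9807865, 20833491 and 17874576 expected counts for WT replicates 1, 2 and 3, with a median of 17874576, and 18138714, 18567312 and 19900859 for MZsmad4a replicates 1, 2 and 3, with a median of 18567312. WT replicate 1 therefore gave less precise values than the other libraries. A level of 3 counts corresponded to 0.306 CPM in that library and to between 0.144 and 0.168 CPM in the others, which covers counting error only. Each library lists 32266 genes by Ensembl identifier, of which 26467 could be given a symbol. The paper's methods name GRCz11 with Ensembl release 95. Of the 1998 genes that could be read in the paper's table of normalized reads for the same libraries, 99 have identifiers that the deposited lists do not contain, all of them above the highest identifier there. For the shared genes with more than 50 normalized reads, between 56.2% and 58.8% per library had the same count up to one factor for the library. The gene lists behind the table and behind the deposited counts therefore differ, which can change the count of a gene. No coordinates are given because the build behind the deposited counts is not settled by them. The expected counts were rounded to whole numbers. The paper's methods turn them into integers without saying how. Genes with too few counts were removed by edgeR's filterByExpr. The remaining 15720 genes were tested between the genotypes with edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p under 0.01. That is the threshold of the paper, which itself used DESeq2. The choice between these tests changed the number of genes past the threshold more than any other choice tried.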

We performed RNA-seq on WT and MZ*smad4a* embryos at 50% epiboly and compared three biological replicates for each condition (Fig. 2a). We found that gene expression was consistently affected across the different embryo clutches (Fig. 2a). 

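Levels of the 15720 tested genes, as log2 CPM, were compared between all pairs of libraries. Pearson's r across genes, which are not independent replicates, was between 0.968 and 0.977 for the 6 pairs of libraries of one genotype and between 0.949 and 0.958 for the 9 pairs across genotypes. No pair of libraries was close enough to be a duplicate: the chi-square per gene between replicates of one genotype was at least 13.9, where sampling noise alone gives about 1. The first principal component held 43.5% of the variance and separated the genotypes, with loadings between -0.44 and -0.39 for WT and between 0.36 and 0.44 for MZsmad4a. The second held 17.8% and ordered the libraries by replicate number in both genotypes, with loadings of 0.53, -0.03 and -0.47 for WT replicates 1, 2 and 3 and of 0.52, -0.09 and -0.47 for MZsmad4a replicates 1, 2 and 3. Over all genes, deviations from the mean of the genotype had a mean correlation of 0.07 between same-numbered libraries and of -0.04 between libraries with different numbers. Because of the second component, results are given without and with the replicate number as a block. Of the tested genes, 3709 (23.6%) had no overlap between the 3 WT and the 3 MZsmad4a libraries, where chance gives 10%.

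**Figure D1:**
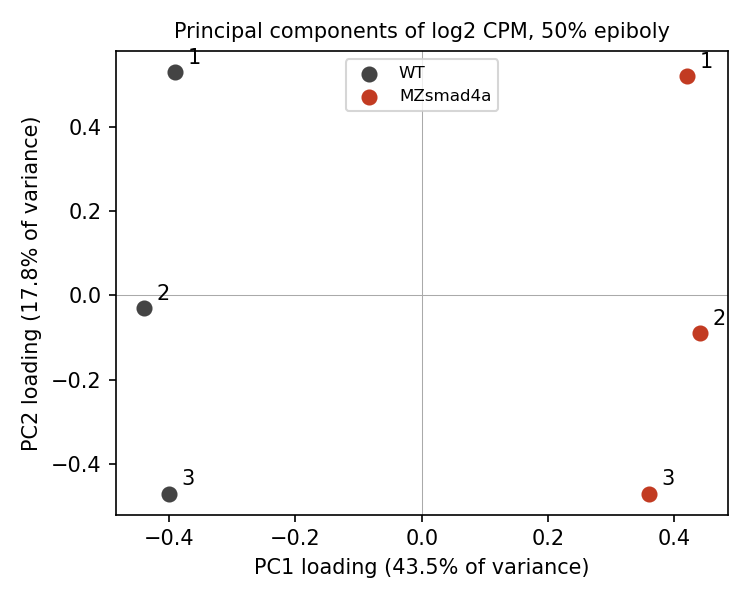
Loadings of the 6 libraries on the first (horizontal axis) and second (vertical axis) principal component of log2 CPM over the tested genes. Each point is a library, coloured by genotype and labelled with its replicate number; genotypes separate along the first axis, and libraries with the same number lie at nearly the same height.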

By applying a cut-off threshold on the RNA-seq reads (*p* value-adjusted <0.01) we identified a cohort of 345 genes that were significantly downregulated and 302 genes significantly upregulated upon loss of *smad4a* (Fig. 2a). 

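With edgeR's quasi-likelihood test, 77 genes were lower and 35 higher in MZsmad4a embryos at a Benjamini-Hochberg adjusted p under 0.01. All 112 had no overlap between the genotypes. With the replicate block, 22 genes were lower and 7 higher, of which 20 and 7 were also called without it. DESeq2's Wald test, applied to the same rounded counts of 24983 genes without edgeR's filter, moved these numbers most and called 343 lower and 315 higher, among them all of edgeR's 77 and 35. At an adjusted p under 0.05, edgeR called 263 lower and 198 higher. Counts were simulated with the real means and library sizes and with edgeR's estimates of the spreads, and 200 of 15720 genes were changed. edgeR recovered 75.5% of the changed genes with 3 false calls and DESeq2 recovered 86% with 19 false calls. The changed genes were drawn only from those above a minimum mean count and had log2 fold changes of at least 1 in size. These rates therefore do not carry over to genes with few counts or to smaller changes. Of the paper's downregulated genes, 330 are in the deposited lists and 323 were tested. 321 of these were lower in MZsmad4a embryos. edgeR called 73 of the paper's downregulated genes lower, DESeq2 294 and DESeq2 with a prior on the fold change 291. The 5 genes with the smallest p among the lower ones were tbx3a, id3, tbx16l, smad4a and sizzled. tbx3a (ENSDARG00000002216) went from 24.3 ± 3.29 to 0.295 ± 0.120 CPM (SD, n = 3 each), a log2 fold change of -6.33 (standard error 0.29, adjusted p = 0.000152 from edgeR's quasi-likelihood test). tbx16l (ENSDARG00000006939) went from 100.3 ± 9.34 to 17.8 ± 2.83 CPM (SD, n = 3 each), a log2 fold change of -2.49 (standard error 0.15, adjusted p = 0.000445 from the same test). Among the higher genes the smallest p belonged to ENSDARG00000040487, a gene named after a cDNA clone, which went from 2.26 ± 0.469 to 70.1 ± 6.52 CPM (SD, n = 3 each), a log2 fold change of 4.94 (standard error 0.19, adjusted p = 6.12e-05 from the same test). In edgeR's model with the block the adjusted p was 0.00371 for tbx3a and for tbx16l and 0.00153 for ENSDARG00000040487. The next were IRX3, CCDC134, ADAMTS1 and KDELR3, with log2 fold changes between 2.99 and 4.98. These names are those of the gene table and do not tell duplicated copies apart.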

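The 6 genes that the paper names as BMP targets in its passage on target gene expression were all lower in MZsmad4a embryos. For 5 of them the libraries of the genotypes did not overlap. Later passages of the paper also count bmp2b and bmp7a among BMP targets and describe gata2 and foxi1 as induced by BMP. Those genes are outside this set and are reported separately. sizzled (ENSDARG00000099637) had 364, 614 and 429 counts in the WT libraries and 0, 4 and 5 in the mutant libraries, which is 29.0 ± 5.46 CPM against 0.161 ± 0.141 CPM (SD, n = 3 each). Its log2 fold change of -7.40 (standard error 0.47, adjusted p = 0.00055 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) is imprecise at the low end, and leaving out each library in turn moved it between -7.91 and -6.86. smad1 (ENSDARG00000027199) went from 11.5 ± 1.33 to 1.11 ± 0.445 CPM, a log2 fold change of -3.36 (standard error 0.31, adjusted p = 0.00212 from the same test). id3 (ENSDARG00000054823) went from 67.2 ± 8.39 to 11.2 ± 0.725 CPM, a log2 fold change of -2.58 (standard error 0.14, adjusted p = 0.000365). eve1 (ENSDARG00000056012) went from 122.7 ± 5.72 to 35.3 ± 5.26 CPM, with a log2 fold change of -1.80 and an adjusted p of 0.000686. bmp4 (ENSDARG00000019995) went from 49.4 ± 3.80 to 14.2 ± 1.85 CPM, with a log2 fold change of -1.80 and an adjusted p of 0.00116. With the replicate block the log2 fold changes of these 5 genes were between -7.38 and -1.80, and 4 of them stayed past the threshold in the model with the block, where the adjusted p of smad1 was 0.0179. When each library was left out in turn, smad1 was past the threshold in 3 of the 6 fits and bmp4 in 5. The paper named a list of genes, 33 of them tested, in connection with these same libraries. An adjustment over that list alone, here and below, is therefore no independent support. Adjusted in this way, the same 5 BMP targets were past the threshold. The remaining gene, dlx3b (ENSDARG00000014626), had 3.48 ± 1.64 CPM in WT and 2.76 ± 0.629 CPM in MZsmad4a embryos, a log2 fold change of -0.31 (standard error 0.39, adjusted p = 0.745 from edgeR's test) that was within the spread of the WT libraries. In the model with the block it was -0.26 (adjusted p = 0.774 from edgeR's test).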

Strikingly, we found that most known BMP targets were within the cohort of downregulated genes (Fig. 2b; Supplementary Data File 1), amongst them were *sizzled*, *smad1*, *eve1*, *bmp4*, and *id3*^50–52^ (Fig. 2b). These findings were corroborated by examining the expression of the BMP targets *eve1* and *dlx3b*^53,54^ in a broader temporal window using qPCR. Consistent with the RNA-seq data, expression of these genes was strongly downregulated during gastrulation in MZ*smad4a* mutants compared to WT embryos (Supplementary Fig. 3a). In sharp contrast to the BMP target genes, we found that at 50% epiboly the expression of Nodal target genes in MZ*smad4a* embryos was maintained at levels comparable to WT (Fig. 2b; Supplementary Data File 1). This was exemplified by the expression of target genes *lft1*, *gsc*, *mixl1, ndr2*, and *dusp4* (Fig. 2b) whose expression strongly depends on Nodal^32–34^. 

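None of the 7 Nodal target genes that the paper names passed an adjusted p of 0.01 from edgeR's quasi-likelihood test over all genes, and 5 of the 7 were lower in MZsmad4a embryos. lft1 (ENSDARG00000019920) had 28.9 ± 4.05 CPM in WT and 36.4 ± 9.21 CPM in MZsmad4a embryos (SD, n = 3 each), a log2 fold change of 0.33 (standard error 0.21, adjusted p = 0.476). gsc (ENSDARG00000059073) had 34.0 ± 2.18 CPM in WT and 26.0 ± 10.3 CPM in MZsmad4a embryos, a log2 fold change of -0.39 (standard error 0.29, adjusted p = 0.554), where MZsmad4a replicate 1 had 14.1 CPM and replicates 2 and 3 had 31.7 and 32.2. mixl1 (ENSDARG00000069252) had 73.9 ± 20.7 CPM against 48.2 ± 17.0 CPM, a log2 fold change of -0.62 (standard error 0.29, adjusted p = 0.329), again with the lowest value, 28.9 CPM, in MZsmad4a replicate 1. ndr2 (ENSDARG00000101279) had 7.76 ± 1.37 CPM against 6.11 ± 1.90 CPM, a log2 fold change of -0.34 with an adjusted p of 0.591. dusp4 (ENSDARG00000044688) had 45.7 ± 14.0 CPM against 43.6 ± 12.1 CPM, a log2 fold change of -0.07 with an adjusted p of 0.926. For each of these 5 genes the libraries of the genotypes overlapped, although gsc and mixl1 were lower in MZsmad4a embryos in all 3 same-numbered pairs. In edgeR's model with the replicate block the log2 fold changes of lft1, gsc, mixl1, ndr2 and dusp4 were 0.31, -0.47, -0.65, -0.37 and -0.07, with adjusted p of 0.399, 0.383, 0.144, 0.589 and 0.917. Without the block, the standard errors of 0.21 to 0.29 left changes of that size undetected. ndr1 (ENSDARG00000057096), at 2.07 ± 0.310 CPM in WT and 3.38 ± 1.36 CPM in MZsmad4a embryos, had a log2 fold change of 0.70 (adjusted p = 0.376, and 0.36 with the block, from edgeR's quasi-likelihood test). It was higher in MZsmad4a embryos in all 3 same-numbered pairs, although its libraries overlapped between the genotypes. lft2 (ENSDARG00000044059) differed from the others. Its levels of 12.7 ± 1.38 CPM in WT and 6.39 ± 0.791 CPM in MZsmad4a embryos did not overlap, and its log2 fold change was -0.99 (standard error 0.18, adjusted p = 0.0299 from edgeR's quasi-likelihood test). The adjusted p of lft2 was 0.0526 with the replicate block and 0.000484 with DESeq2's Wald test. Adjusted over the 33 tested genes of the list alone, lft2 was the only one of the 7 past 0.01, at 0.00186. The list was taken from the paper on these same libraries, so that value is no independent support.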

Given this unexpected result we further explored the expression of the Nodal target genes *ndr1/2* and *lft1/2* from blastula stages to the end of gastrulation. Consistent with the RNA-seq data, at 50% epiboly the expression levels of *ndr1* and *ndr2* were similar to WT for both M*smad4a* and MZ*smad4a* embryos (Fig. 2c, Supplementary Fig. 3a). Similarly, their expression was unaffected across early (sphere–30% epiboly) and mid (50–75% epiboly) gastrulation stages (Fig. 2c). However, expression of *lft1 and lft2* in the MZ*smad4a* mutants was significantly reduced during early gastrulation stages, although reached WT levels from mid gastrulation onwards (Fig. 2c, Supplementary Fig. 3a). Thus, for Nodal signaling, loss of Smad4a reduces the expression of some target genes, whilst others are completely unaffected.

**Fig. 2:**
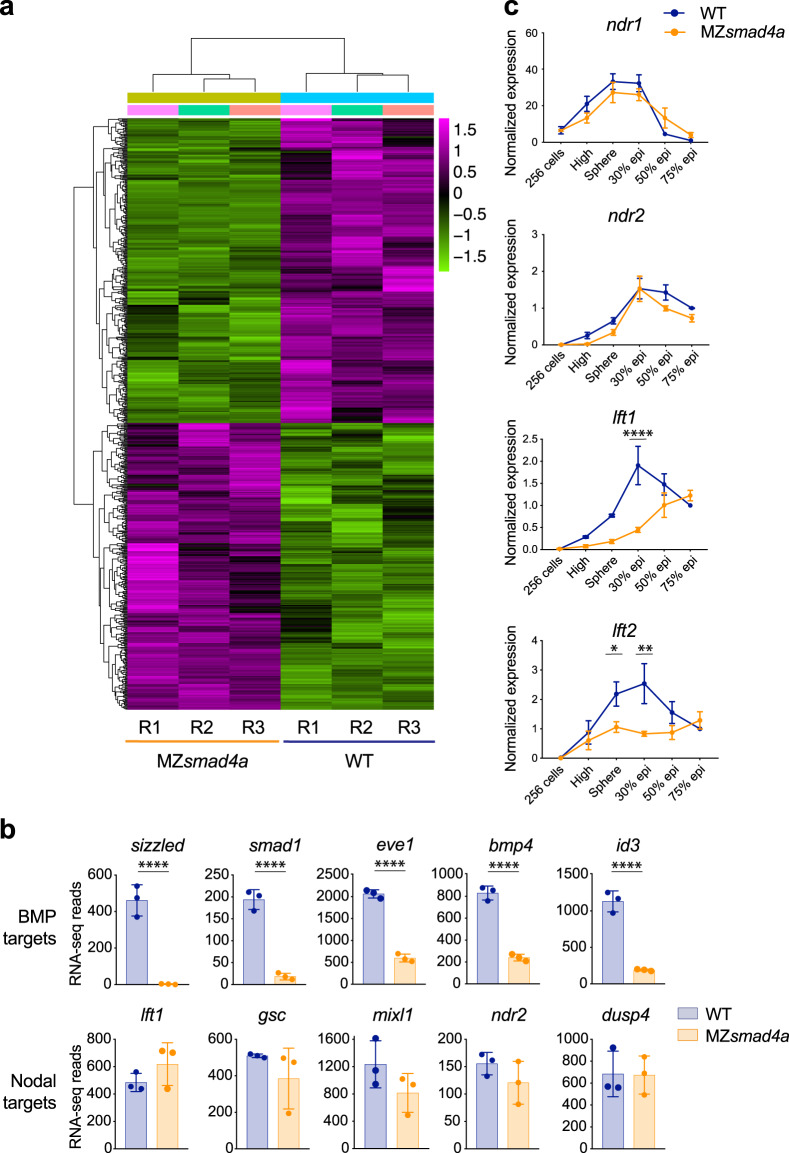
BMP-dependent transcription is abolished in *MZsmad4a* mutants, while Nodal target gene expression is maintained. **a** RNA-seq on WT and MZ*smad4a* embryos performed in triplicate. In the heatmap the color legend shows scaled RLog transformed expression counts for each replicate. **b** RNA-seq reads for representative BMP (upper panel) and Nodal (bottom panel) target genes in WT and MZ*smad4a* embryos. The data are means ± SD from three biological replicates for each genotype. *sizzled*: *p*(adj) = 4.699 × 10^-78^, *smad1*: *p*(adj) = 9.253 × 10^-23^, *eve1*: *p*(adj) = 1.581 × 10^-27^, *bmp4*: *p*(adj) = 2.183 × 10^-23^, *id3*: *p*(adj) = 2.445 × 10^-48^. Wald test. ****p(adj) < 0.0001. **c** qPCR for *ndr1/2 and lft1/2* in WT and MZ*smad4a* embryos at the indicated stages. Normalized values are shown as means ± SEM. For *ndr1/2*, the data are the result of three biological replicates while for *lft1/2* they are the result of four biological replicates, except for *lft1* in MZ*smad4a* embryos at sphere stage and *lft2* in WT embryos at 30% epiboly, which are the result of three biological replicates. *lft1* 30% epiboly: *p*(adj) = 4389 × 10^-5^, *lft2* sphere: *p*(adj) = 0.046, *lft2* 30%: *p*(adj) = 0.002. Unpaired multiple comparison *t*-test with Holm-Sidack correction. *p < 0.05; **p < 0.01; ****p < 0.0001.

Given the differential requirement for *smad4a* in Nodal- and BMP-dependent transcription, we asked how MZs*mad4a* mutants would compare to a BMP mutant in terms of gene expression. For this we analyzed a published RNA-seq dataset for *bmp7*^*-/-*^ mutants at 8 hpf, which lack all zygotic BMP signaling^52,55^ and compared the log_2_ fold change (log2FC) expression for known Nodal and BMP target genes. Global changes in Nodal and BMP target gene expression were equivalent across the two genotypes, further showing that MZ*smad4a* mutants transcriptionally phenocopy a complete loss of zygotic BMP signaling (Supplementary Fig. 3b).

Having established the requirement for Smad4a in mediating Nodal- and BMP-dependent transcription in zebrafish embryos, we investigated whether these findings could be generalized to other systems. We therefore deleted SMAD4 in mouse embryonic stem cells (mESC) (Supplementary Fig. 4a, b) and analyzed the expression of Nodal and BMP target genes upon Activin A and BMP4 stimulation, respectively (Supplementary Fig. 4c, d). Consistent with our findings in zebrafish, expression of three developmental Nodal target genes *Lefty1*, *Lefty2*, and *T* was either delayed or unaffected in two SMAD4 knockout mESC clones, compared to WT mESCs (Supplementary Fig. 4c), whilst expression of the BMP target genes *Id1*, *Id2*, and *Id3* was completely abolished in SMAD4-deleted cells (Supplementary Fig. 4d).

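The 6 BMP targets and the 7 Nodal targets listed above were summarised for each library as the mean log2 CPM over the genes of a set. The BMP set leaves out bmp7a (log2 fold change -0.54) and bmp2b, which the paper's Discussion counts among the first BMP targets. The tested BMP2 gene, which may be bmp2b, had 0.18. Also left out are gata2a (-1.18) and foxi1 (-1.92), which the paper describes as induced by BMP. No score with these genes was computed. Each gene of the BMP set weighs equally in its score. Their log2 fold changes ran from -7.40 (sizzled, with 0, 4 and 5 counts in the mutant libraries) to -0.31 (dlx3b). The size of the BMP score difference therefore rests in part on sizzled, and no score without sizzled was computed. The BMP target score, over 6 genes, was 4.79 ± 0.19 (SD, n = 3) in WT and 2.03 ± 0.29 (SD, n = 3) in MZsmad4a embryos, a difference of -2.77 on the log2 scale, and of -3.23, -2.77 and -2.30 in the 3 same-numbered pairs (exact two-sided sign permutation test, p = 0.25). An exact two-sided permutation test gave p = 0.1, the smallest p that 3 libraries against 3 allow. The Nodal target score, over 7 genes, was 4.19 ± 0.16 (SD, n = 3) in WT and 3.96 ± 0.44 (SD, n = 3) in MZsmad4a embryos, a difference of -0.23 (exact two-sided permutation test, p = 0.7), and of -0.61, -0.20 and 0.10 in the same-numbered pairs (exact two-sided sign permutation test, p = 0.5). MZsmad4a replicate 1 had the lowest Nodal target score, 3.45, and without it the difference was 0.02. Within each library, the BMP score minus the Nodal score was 0.60 ± 0.25 (SD, n = 3) in WT and -1.93 ± 0.18 (SD, n = 3) in MZsmad4a embryos, so the BMP targets fell by 2.53 more on the log2 scale (exact two-sided permutation test, p = 0.1). Paired by replicate number, this difference was -2.62, -2.57 and -2.40 in the 3 pairs, with a mean of -2.53 (exact two-sided sign permutation test, p = 0.25, the smallest that 3 pairs allow). For 5 of the 6 BMP targets, all but dlx3b, these are the libraries in which the paper called them downregulated, so their score is no independent test. The data that the paper gives before its conclusion also include qPCR, a comparison with bmp7 mutants and mouse embryonic stem cells, which were not analysed here.

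**Figure D2:**
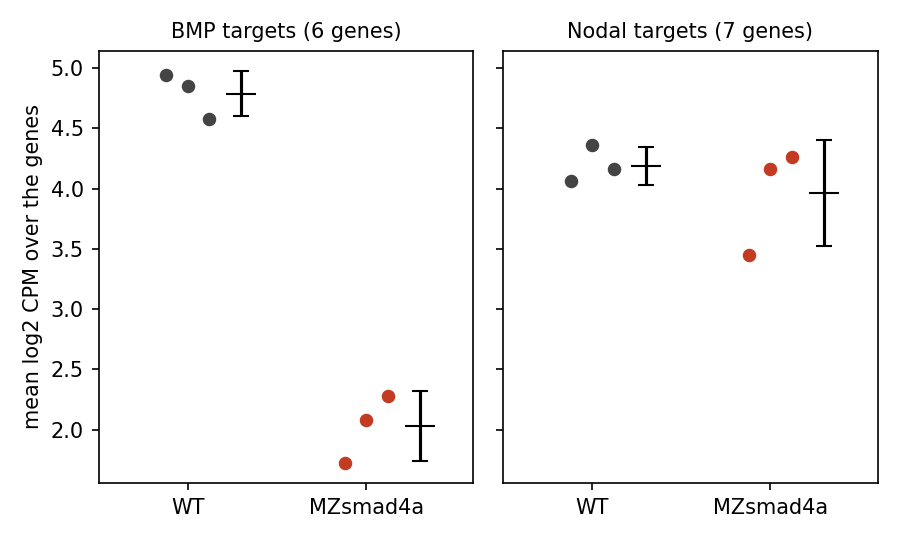
Mean log2 CPM over the BMP targets (left) and the Nodal targets (right) in each library. Points are the 3 libraries per genotype in the order of their replicate numbers, and the bars beside them show the mean and SD. The vertical axis is a log2 scale that does not start at 0.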

From these data we conclude that loss of Smad4 severely inhibits BMP signaling, whilst it has a much less dramatic effect on Nodal signaling.

### Smad4 is required for establishing the initial pSmad1/5 D/V gradient

Focusing first on the prominent role of Smad4a in BMP signaling, we asked whether Smad4 was essential for recruiting activated pSmad1/5–Smad4 complexes to DNA. We reasoned that this might be the case since the well-characterized binding sites for pSmad1/5–Smad4 complexes (GRCGNC-N_5_-GTCT), contain binding motifs for both the Smad1/5 Mad homology 1 (MH1) domains and the Smad4 MH1 domain^56–59^. As these binding sites have been well conserved during evolution^12,60,61^, we used a mammalian tissue culture system to address this, utilizing a DNA pulldown (DNAP) assay to measure DNA binding to the upstream enhancer region (as defined by a pSMAD1/5 ChIP-seq) of the BMP target gene *ID3* in human cells^62^. pSMAD1/5 and SMAD4 readily bound to this enhancer when extracts from BMP4-induced HaCaT cells were used, but not when using extracts from untreated cells (Fig. 3a). By contrast, pSMAD1/5 was unable to bind DNA when extracts from two separate clones of SMAD4 knockout HaCaT cells were used (Fig. 3a). This clearly demonstrates that SMAD4 is required for recruitment of BMP-activated pSMAD1/5–SMAD4 complexes to DNA, which would explain its essential role in mediating BMP responses.

**Fig. 3:**
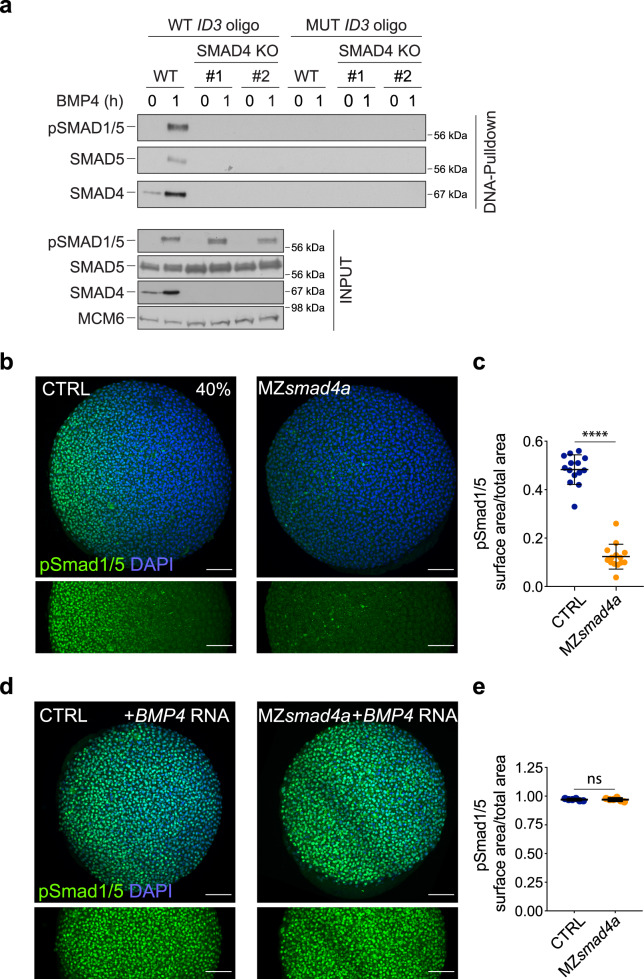
BMP/pSmad1/5 activity is lost in MZ*smad4a* mutants but can be rescued by ectopic BMP ligand expression. **a** WT HaCaT cells and two clones of SMAD4 knockout (KO) HaCaT cells were treated or not with BMP4. DNA pulldowns from whole cell extracts were performed using an oligonucleotide containing the SMAD1/5–SMAD4 binding sites of the upstream *ID3* enhancer, or a version in which these sites were mutated. Pulldowns were immunoblotted with the indicated antibodies and inputs are shown below. The immunoblot is representative of three independent experiments. Molecular weight markers are given in kDa on the right of the blots. **b** Immunostaining for pSmad1/5 (green) in 40% epiboly CTRL and MZ*smad4a* embryos. Nuclei are stained with DAPI (blue). The bottom panel highlights the pSmad1/5 gradient without the DAPI channel. Scale bars correspond to 100 µm. Animal views are shown. **c** Quantitation of the pSmad1/5 gradient size with respect to the embryo surface. 14 embryos for each group are represented as means ± SD. *p* = 4.985 × 10^-8^. Two sided Mann–Whitney test. ****p < 0.0001. **d** As in **b** but showing CTRL and MZ*smad4a* embryos injected with 60 pg of h*BMP4* mRNA. Scale bars correspond to 100 µm. **e** Quantitation of h*BMP4* mRNA-injected CTRL and MZ*smad4a* embryos. Six embryos for each group are represented as means ± SD. Two sided Mann–Whitney test. ns not significant.

We then went on to investigate when in early embryogenesis the requirement for Smad4a for BMP signaling was first evident, determining whether the BMP signaling gradient, which is established by 40% epiboly^41,63^, was affected in the MZ*smad4a* mutants (Fig. 3b; Supplementary Fig. 5a). To exclude possible differences in signaling levels dependent on the embryo background, we used crosses between heterozygous females with homozygous males as a control (hereafter CTRL), which are indistinguishable from WT (Fig. 1d, e, Supplementary Fig. 1c, d). At 40% epiboly, CTRL and WT embryos displayed graded pSmad1/5 activity across the D/V axis, whereas in MZ*smad4a* mutants the pSmad1/5 gradient was absent, apart from a few pSmad1/5-positive cells at the very ventral margin of the embryo (Fig. 3b, c; Supplementary Fig. 5a, b). This indicated that in the absence of Smad4a, almost all BMP signaling activity was abolished. The lack of pSmad1/5 in the MZ*smad4a* embryos was initially surprising, given that Smad4 acts downstream of receptor-induced Smad1/5 phosphorylation^64^. However, we reasoned that this might reflect an inability of MZ*smad4a* embryos to produce zygotic BMP ligands, a process that is known to require BMP signaling itself via the ligand Gdf6a (also called radar)^65^. Alternatively, it could reflect a loss of BMP receptors or other pathway components in the MZ*smad4a* mutants. To test these hypotheses, we determined whether injected *BMP4* mRNA could rescue pSmad1/5 activity in MZ*smad4a* embryos. Indeed, ectopic ligand expression induced widespread pSmad1/5 activity in both CTRL and MZ*smad4a* embryos (Fig. 3d, e), proving that the BMP signaling machinery is present, but cannot be activated in MZ*smad4a* mutants due to defective ligand production downstream of Smad4a. Further confirming this result, maternal deposition of *smad5* and *alk8* is unaffected in MZ*smad4a* embryos (Supplementary Fig. 2c). 

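The levels of smad5 and of alk8, listed as acvr1l, were read from the same 50% epiboly libraries that the paper's data description gives as the source of this panel. These libraries were made after zygotic genome activation. They do not separate transcripts deposited by the mother from those made by the embryo, so they cannot measure maternal deposition. smad5 (ENSDARG00000037238) had 228.9 ± 9.74 CPM (SD, n = 3) in WT and 203.5 ± 25.0 CPM (SD, n = 3) in MZsmad4a embryos, a log2 fold change of -0.17 (standard error 0.10, adjusted p = 0.47 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). acvr1l (ENSDARG00000014986) had 420.0 ± 13.4 CPM in WT and 461.0 ± 20.4 CPM in MZsmad4a embryos, a log2 fold change of 0.13 (standard error 0.07, adjusted p = 0.393). Both genes were well covered, with at least 2366 counts in every library, and neither overlapped between the genotypes, which chance gives for 10% of genes. In the model with the block the log2 fold changes were -0.18 and 0.13, with adjusted p of 0.434 and 0.472 from edgeR's quasi-likelihood test.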

Importantly, BMP4 overexpression was unable to phenotypically rescue the MZ*smad4a* embryos (Supplementary Fig. 5c, d), indicating that Smad4a is required for BMP-induced transcriptional responses and not just for zygotic BMP ligand production (see Discussion).

### Nodal signaling is functional in the absence of Smad4a

The finding that at 50% epiboly expression of Nodal target genes was similar in WT and MZ*smad4a* mutant embryos was unexpected. We therefore wanted to confirm that the expression of Nodal target genes in the MZ*smad4a* mutants was due to Nodal signaling and not to another compensating signaling pathway. Thus, we ascertained whether expression of these target genes was sensitive to inhibition by the Nodal type I receptor inhibitor, SB-505124^66^. Indeed, expression of *lft1/*2 and *ndr2* in MZ*smad4a* mutants was fully dependent on Nodal signaling, as pathway inhibition with SB-505124 completely abolished gene expression as assessed by qPCR and in situ hybridization (ISH) (Fig. 4a–c; see Fig. 5b), thus excluding any input from other signaling pathways. We next wanted to eliminate the possibility that very low levels of Smad4b could account for expression of Nodal target genes in MZ*smad4a* mutants. To address this, we used a *smad4b* morpholino (MO). Injection of the *smad4b* MO into MZ*smad4a* embryos had no effect on the expression of *lft1* (Supplementary Fig. 3c). We could demonstrate that the MO was specific, because while injection of *smad4b* mRNA with a *smad4b* miss-paired (mp) MO rescued the MZ*smad4a* mutant phenotype, injection of *smad4b* mRNA in combination with the *smad4b* MO could not (Supplementary Fig. 3d). Thus, we conclude that Smad4b does not compensate for the lack of Smad4a in mediating Nodal responses.

**Fig. 4:**
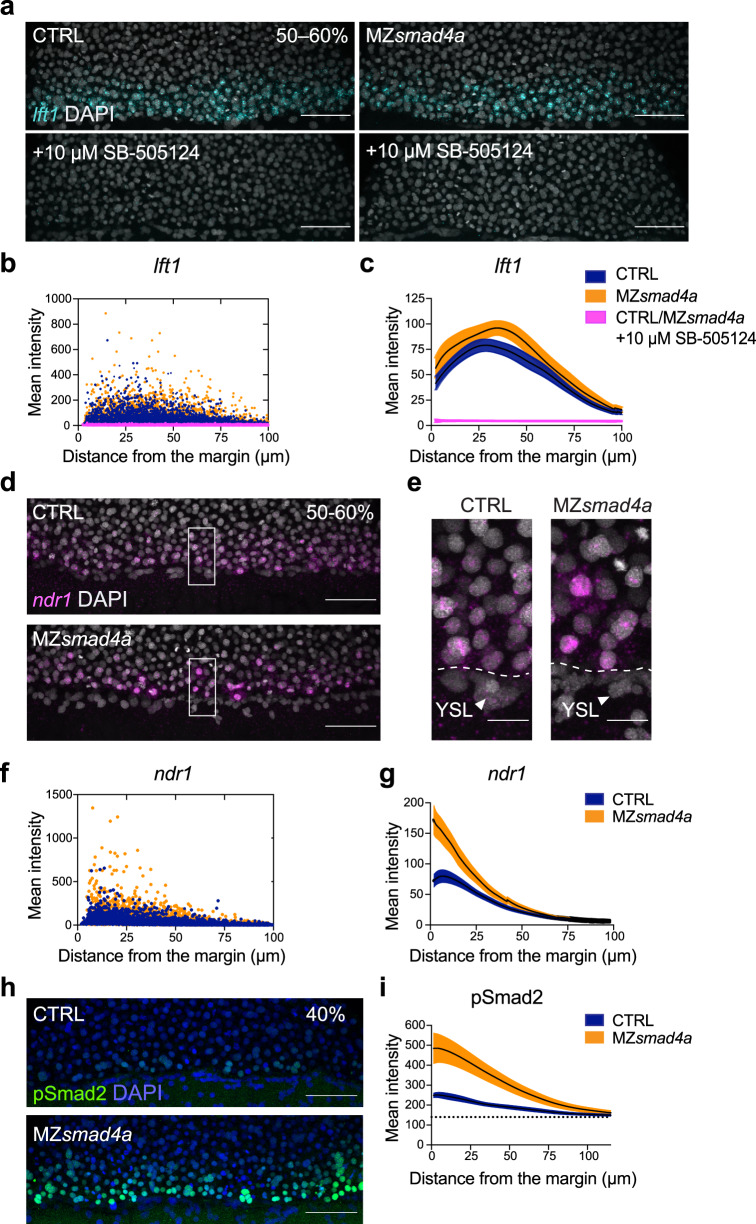
The Nodal–pSmad2 signaling gradient forms independently of Smad4a. **a** Maximum intensity projection (MIP) of quantitative ISH for *lft1* at mid gastrulation (50–60% epiboly) in CTRL and MZ*smad4a* embryos treated ±10 µM SB-505124 at sphere stage. Scale bars correspond to 80 µm. Lateral views are shown. Nuclei were stained with DAPI (white). **b** Quantitation of **a**. Orange, dark blue, and magenta dots show segmented cells from CTRL and MZ*smad4a* embryos treated ±10 µM SB-505124. *n* = 8 embryos for each group. **c** Curve fitting for segmented cell intensities shown in **b**. Means are shown by black lines and the orange/dark blue shading indicates the SEMs. **d**, **e** MIP of quantitative ISH for *ndr1* in CTRL and MZ*smad4a* embryos at mid-gastrulation (50–60% epiboly). Regions indicated in **d** by white boxes are shown enlarged in **e**. Scale bars correspond to 80 µm in **d** and 20 µm in **e**. Arrowheads indicate YSL. Lateral views are shown. Nuclei were stained with DAPI (white). **f** Quantitation of **d**. Orange and dark blue dots show segmented cells from CTRL and MZ*smad4a* embryos. *n* = 8 embryos for each group. **g** Curve fitting for segmented cell intensities shown in **f**. Means are shown by black lines and the orange/dark blue shading indicates the SEMs. **h** MIP of CTRL and MZ*smad4a* at 40% epiboly, immunostained for pSmad2. Scale bar corresponds to 80 µm. Lateral views are shown. Nuclei were stained with DAPI (blue). **i** Quantitation of the pSmad2 immunostaining at the margin of CTRL and MZ*smad4a* embryos. Each trace represents *n* = 8 embryos. Means are shown by black lines and the orange/dark blue shading indicates the SEMs. Dotted line shows baseline.

**Fig. 5:**
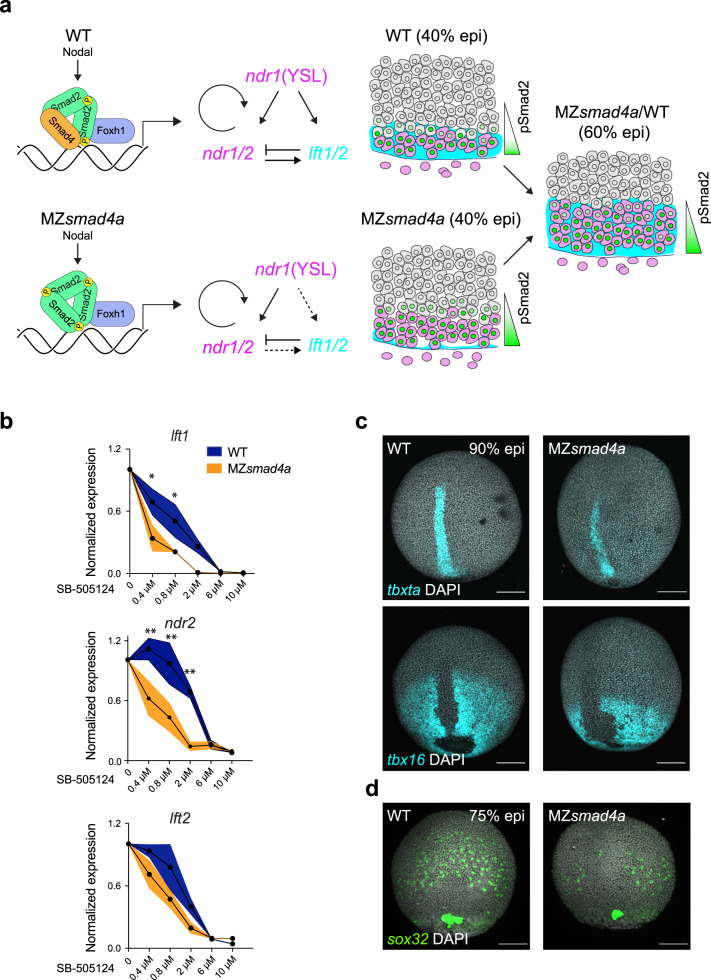
Nodal-independent signaling is sensitized but is sufficient for mesoderm induction. **a** Model of Nodal signaling gradient formation in WT and MZ*smad4a* mutant embryos. In contrast to WT (upper panel), in MZ*smad4a* embryos (lower panel) a homomeric trimer of activated pSmad2 can still be recruited to chromatin via Foxh1, but with reduced efficiency. Consequently, some Nodal target genes, in particular, *lft1/2* are initially inefficiently transcribed. As Nodal induction of Ndr1/2 is not inhibited by Lft1/2, this leads to higher premature induction of the Nodal–pSmad2 signaling gradient. By 60% epiboly, once Lft1/2 levels have reached those equivalent to WT, the signaling gradient in MZ*smad4a* mutant embryos has adjusted to WT-like levels. **b** Dose responses of SB-505124 for *lft1/2* and *ndr2* in WT and MZ*smad4a* embryos, treated with inhibitor at sphere stage. The dose marked 0 corresponds to DMSO. Black dots represent the mean for three biological replicates for each dose and each genotype. Orange shading indicates the SEM. *lft1* 0.4 µM: *p*(adj) = 0.012, *lft1* 0.8 µM: *p*(adj) = 0.036, *ndr2* 0.4 µM: *p*(adj) = 0.005, *ndr2* 0.8 µM: *p*(adj) = 0.003, *ndr2* 2 µM: *p*(adj) = 0.003. Unpaired multiple comparison *t*-test with Holm-Sidack correction. *p < 0.05; **p < 0.01. **c** Upper panel: MIP of ISH for *tbxta* (cyan) in CTRL and MZ*smad4a* embryos at 90% epiboly (epi). Bottom panel: MIP of ISH for *tbx16* (cyan) at 90% epiboly. Nuclei are stained with DAPI (white). Scale bars correspond to 150 µm. Dorsal views are shown. **d** MIP of ISH for *sox32* (green) in CTRL and MZ*smad4a* embryos at 75% epiboly. Nuclei are stained with DAPI (white). Scale bars correspond to 150 µm. Dorsal views are shown. Images in **c**, **d** are representative of 25 embryos each and three independent experiments, except for the *tbx16* ISH, which is the result of two independent experiments.

To further characterize Nodal signaling activity in MZ*smad4a* embryos, we investigated in detail the spatial expression pattern of *lft1* and *ndr1* at the mid-gastrula stage. We and others have previously shown that *ndr1* and *ndr2* are initially expressed in the YSL, and then promote their own expression, as well as expression of *lft1/2*, in adjacent blastomeres to progressively extend up to five cell tiers by mid gastrulation^32,33,67^. By recording nuclear distances from the embryo margin, we found that at 50% epiboly, *lft1* was expressed in a domain of the same dimensions and at equivalent levels in CTRL and MZ*smad4a* mutant embryos (Fig. 4a–c). We observed that *ndr1* was expressed by the YSL and blastomeres at the margin of both MZ*smad4a* mutant and CTRL embryos, and the domain size of about five cell tiers was equivalent in both cases (Fig. 4d–g). We noted that the expression of *ndr1* in the nuclei of MZ*smad4a* mutants appeared consistently higher than in the CTRLs (Fig. 4d–g). As this represents newly synthesized transcripts, it suggested that ongoing synthesis of *ndr1* is higher at this stage in the mutants compared with the controls.

### Smad4-independent Nodal signaling is less robust

We were struck by the fact that at mid gastrulation (50% epiboly), Nodal-induced gene expression in MZ*smad4a* embryos was nearly equivalent to that in WT embryos and that the Nodal signaling gradient extended up to five cell tiers in both WT and mutant embryos. However, at earlier time points *lft1/2* were clearly delayed in the MZ*smad4a* mutants compared with their WT counterparts (see Fig. 2c; Supplementary Fig. 3a). We reasoned that as Lft1/2 are known to regulate Nodal signaling activity via a negative feedback mechanism, it was possible that Nodal-induced transcription was suboptimal in MZ*smad4a* embryos but managed to compensate by mid gastrulation because of the delay in Lft1/2-mediated inhibition. To explore this possibility, we investigated the pSmad2/3 gradient at the embryonic margin as a more direct readout of Nodal signaling activity. Signal transduction of the Nodal arm of the TGF-β pathway is typically mediated by activated SMAD2 and SMAD3^68^. However, in zebrafish, only Smad2 is expressed at early blastula and gastrula stages (Supplementary Fig. 2b)^33^. We could readily detect nuclear accumulation of pSmad2 in both CTRL and MZ*smad4a* embryos, consistent with data in SMAD4-null cell lines showing that SMAD4 is not required for nuclear accumulation of phosphorylated R-SMADs^69^. Strikingly however, compared to CTRL embryos, pSmad2 levels were more intense and pSmad2 prematurely extended up to five cell tiers in 40% epiboly MZ*smad4a* mutant embryos (Fig. 4h, i, Supplementary Fig. 5e). This was also observed when MZ*smad4a* mutants were compared to WT embryos (Supplementary Fig. 5f).

Given that in other developmental systems there is well-documented antagonism between Nodal and BMP signaling (for an example, see ref. ^70^), we asked whether this enhanced Nodal signaling was a consequence of the loss of BMP signaling in the mutant embryos. However, this was not the case, as BMP signaling inhibition via the receptor inhibitor DMH1^71^ did not affect the pSmad2 gradient at 40% epiboly (Supplementary Fig. 5g, h). It is therefore likely that the pSmad2 gradient spreads prematurely in the mutants as a result of reduced expression of Lft1 and Lft2. This would fit well with the behavior of the pSmad2 gradient in *lft1*^-\-^;*lft2*^-\-^ double mutants, compared with WT embryos^35^. We therefore propose that in the absence of Smad4, pSmad2 homotrimers are recruited by transcription factors such as Foxh1 and Mixl1 bound to Nodal-regulated enhancers and can activate transcription of target genes like *lft1/2*, albeit less efficiently than in the WT context (Fig. 5a). This is consistent with the findings that the transcription factors Foxh1 and Mixl1 are essential for Nodal responses in zebrafish^72,73^, and also with our previous data showing that SMAD4 is not necessary for transcriptional activation if the pSMAD2 homomeric complex is recruited to chromatin via another transcription factor^74^. Thus, during blastula and early gastrula stages when Lft1/2 levels are low in the MZ*smad4a* mutants, the pSmad2 gradient grows faster than in the WT embryos. This in turn promotes expression of target genes, including those encoding Lft1/2, which then act to prevent the pSmad2 gradient growing further (Fig. 5a).

It has been noted by others that Lft1 and Lft2 provide robustness to Nodal signaling in zebrafish embryos^35^. Given that *lft1/2* expression is initially compromised in early MZ*smad4a* mutants, we surmised that Smad4-independent Nodal signaling may also be less robust than that in WT embryos. A test of robustness is the sensitivity of a system to perturbation. Therefore, we performed titration experiments using increasing doses of Nodal receptor inhibitor SB-505124 and quantified gene expression responses downstream of Nodal by qPCR at 50% epiboly. Compared to WT embryos, expression of *ndr2* or *lft1* in MZ*smad4a* embryos appeared markedly sensitized, being significantly lower than WT at low doses of inhibitor. The effect on *lft2* was less strong but still followed a similar trend (Fig. 5b). Thus, in the absence of Smad4a, gene expression downstream of Nodal–pSmad2 signaling is more fragile.

### Smad4-independent Nodal signaling is sufficient for mesoderm induction

Having shown that, despite lacking robustness, a Nodal signaling gradient forms at the margin of MZ*smad4a* embryos, which is sufficient to induce the expression of Nodal target genes, we asked whether Smad4-independent Nodal signaling was sufficient for inducing mesoderm and endoderm in MZ*smad4a* embryos. We therefore investigated the expression of endoderm and axial/paraxial mesoderm progenitors, between mid and late gastrulation, the time at which they are being progressively specified within separated domains in the embryo. As shown by ISH, expression of the axial mesoderm marker *tbxta* was similarly expressed on the dorsal side of both WT and MZ*smad4a* mutant embryos (Fig. 5c). However, it was fainter at the edges of the transcriptional domain in the mutants. Despite this, overall transcript levels were equivalent as shown by RNA-seq and qPCR (Supplementary Fig. 6a, b). Similarly, expression levels of the axial mesoderm marker *chrd* and the notochord marker *noto* were also unaffected (Supplementary Fig. 6b, c), as was expression of the paraxial mesoderm markers *tbx16*, *mespaa*, and *mespab* (Fig. 5c; Supplementary Fig. 6a). This shows that both axial and paraxial mesoderm are normally induced in MZ*smad4a* embryos. In contrast to this finding, we observed a reduced number of endodermal progenitors, marked by *sox32* (Fig. 5d). This was also corroborated by a significant reduction in *sox17* (Supplementary Fig. 6a), which is downstream of Sox32 within the endodermal lineage^75^. 

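In the RNA-seq, tbxta (ENSDARG00000101576) had 573.8 ± 69.9 CPM (SD, n = 3) in WT and 387.4 ± 54.7 CPM (SD, n = 3) in MZsmad4a embryos at 50% epiboly. The WT libraries had 493.3, 619.7 and 608.5 CPM and the MZsmad4a libraries 324.4, 422.1 and 415.8 CPM, without overlap. The log2 fold change was -0.57 (standard error 0.13), with an adjusted p of 0.0646 from edgeR's quasi-likelihood test over all genes and of 0.00597 over the 33 tested genes of the list alone. The adjusted p was 0.0327 with the replicate block and 0.0153 with DESeq2's Wald test, while DESeq2 with a prior and the replicate block called the gene, at 0.000667. The paper's table gives a log2 fold change of -0.52 with an adjusted p of 0.017 for this gene.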

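chrd (ENSDARG00000006110) had 297.8 ± 30.8 CPM (SD, n = 3) in WT and 256.7 ± 26.6 CPM (SD, n = 3) in MZsmad4a embryos, a log2 fold change of -0.21 (standard error 0.11, adjusted p = 0.364 from edgeR's quasi-likelihood test), and mespaa (ENSDARG00000017078) had 17.9 ± 0.755 CPM against 21.6 ± 1.70 CPM, a log2 fold change of 0.27 (adjusted p = 0.364). The libraries of the genotypes overlapped for chrd and not for mespaa, which was higher in every MZsmad4a library. noto (ENSDARG00000021201) was lower in every MZsmad4a library than in every WT library, with a log2 fold change of -0.51 (standard error 0.14, adjusted p = 0.102). tbx16 (ENSDARG00000007329) had 564.7 ± 37.8 CPM in WT and 366.8 ± 73.5 CPM in MZsmad4a embryos, also without overlap, a log2 fold change of -0.62 (standard error 0.14, adjusted p = 0.0646). mespab (ENSDARG00000068761) had 45.4 ± 3.36 CPM against 27.8 ± 1.23 CPM, again without overlap, a log2 fold change of -0.71 (standard error 0.12, adjusted p = 0.0213). Of these 5 genes none was past an adjusted p of 0.01 with edgeR's test over all genes. Over the list alone, which was taken from the paper on these same libraries, tbx16 (0.00597) and mespab (0.00108) were. With DESeq2's Wald test mespab was, at 5.55e-05. DESeq2 with a prior and the replicate block called tbx16 (0.00219) and mespab (0.00324). In edgeR's model with the replicate block the adjusted p was 0.27 for chrd, 0.131 for noto, 0.0617 for tbx16, 0.415 for mespaa and 0.0535 for mespab.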

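sox17 (ENSDARG00000101717) had 11.9 ± 1.34 CPM (SD, n = 3) in WT and 2.60 ± 1.29 CPM (SD, n = 3) in MZsmad4a embryos, from 137, 218 and 228 counts against 21, 68 and 54. The log2 fold change was -2.19 (standard error 0.36), with an adjusted p of 0.0204 from edgeR's quasi-likelihood test over all genes and of 0.00108 over the 33 tested genes of the list. With DESeq2's Wald test the adjusted p was 2.51e-07, and with edgeR's replicate block it was 0.0516. Across fits that each left out one library, the log2 fold change was between -2.54 and -1.85. sox32 (ENSDARG00000100591), which the paper shows by in situ hybridization, had 167.1 ± 22.0 CPM in WT and 123.6 ± 11.1 CPM in MZsmad4a embryos in the RNA-seq. Its log2 fold change was -0.44 (standard error 0.12, adjusted p = 0.108 from edgeR's quasi-likelihood test, and 0.202 with the block), and its libraries did not overlap between genotypes.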

For a complete picture of germ layer specification, we also investigated ectodermal derivatives which are regulated by BMP signaling. Interestingly, expression of anterior neural plate markers like *otx1*, *six3a*, and *sox2*, which are typically antagonized by BMP signaling^76^ was unchanged or slightly upregulated (Supplementary Fig. 6a), while expression of ventral epidermal markers like *gata2* and *foxi1* which are induced by BMP^77,78^ was downregulated (Supplementary Fig. 6a). 

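Among the anterior neural plate markers, sox2 (ENSDARG00000070913) had 83.3 ± 3.96 CPM (SD, n = 3) in WT and 109.2 ± 6.69 CPM (SD, n = 3) in MZsmad4a embryos, a log2 fold change of 0.39 (standard error 0.09, adjusted p = 0.0726 from edgeR's quasi-likelihood test). otx1 (ENSDARG00000094992) had 37.6 ± 5.38 CPM in WT and 79.1 ± 38.2 CPM in MZsmad4a embryos, where the 3 mutant libraries had 119.1, 75.3 and 43.0 CPM, a log2 fold change of 1.08 (standard error 0.32, adjusted p = 0.137). The paper's text names six3a, and the gene table gives the name SIX3 to a pair of identifiers. One (ENSDARG00000054879), which the paper's table names six3b, went from 8.12 ± 1.79 to 2.55 ± 1.37 CPM. Its log2 fold change was -1.66 (standard error 0.43, adjusted p = 0.0919 from edgeR's test). The other (ENSDARG00000058008), which may be six3a, went from 1.63 ± 0.878 to 5.22 ± 1.82 CPM. Its log2 fold change was 1.73 (standard error 0.43, adjusted p = 0.0843 from edgeR's test). None of these was past an adjusted p of 0.01 with edgeR's test, while with DESeq2's Wald test both SIX3 genes were, at 0.00433 and 0.00514. Adjusted over the list alone, which was taken from the paper on these same libraries, sox2 (0.00713), six3b (0.00967) and the other SIX3 gene (0.00876) were past 0.01. In edgeR's model with the replicate block the adjusted p was 0.152 for sox2, 0.0952 for otx1 (log2 fold change 0.97), 0.154 for six3b and 0.0622 for the other SIX3 gene. DESeq2 with a prior and the replicate block called otx1, at 0.000376, and the other SIX3 gene, at 0.00748. Of the ventral epidermal markers, gata2a (ENSDARG00000059327), the gata2 gene of the paper's table, went from 93.5 ± 12.2 to 41.3 ± 6.66 CPM, a log2 fold change of -1.18 (standard error 0.15, adjusted p = 0.00809). foxi1 (ENSDARG00000104566) went from 40.9 ± 8.20 to 10.8 ± 2.38 CPM, a log2 fold change of -1.92 (standard error 0.22, adjusted p = 0.00523). The log2 fold changes of gata2a and foxi1 with the replicate block were -1.18 and -1.92, with adjusted p of 0.0373 and 0.0297 from edgeR's quasi-likelihood test, and neither gene was past 0.01 in any of the 6 fits that each left out one library.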

Interestingly, these changes in D/V gene expression were recapitulated in *bmp7*^*-/-*^ mutants. However, in contrast to MZ*smad4a* mutants, expression of endodermal markers was largely unaffected in *bmp7*^*-/-*^ mutants (Supplementary Fig. 6a). Therefore, while BMP-induced ectodermal derivatives are severely compromised in MZ*smad4a* mutants, Smad4-independent Nodal signaling is sufficient for mesoderm induction, although not for optimal endoderm specification.

### Loss of Smad4a steers embryo development towards a BMP zero morphotype

Loss of BMP signaling dominates the transcriptional and signaling landscape in MZ*smad4a* embryos, while transcription downstream of Nodal is relatively normal. As embryo morphology is the result of these early signaling interactions, we asked if MZ*smad4a* mutants would also be morphologically comparable to BMP mutants. We first looked at global developmental dynamics using light sheet microscopy to image WT and MZ*smad4*a embryos from mid-gastrulation until 20 hpf (Supplementary Movies 1 and 2). While epiboly proceeded normally in MZ*smad4a* embryos, by the end of gastrulation MZ*smad4a* mutants were abnormally elongated (Fig. 6a). Moreover, convergence extension (C/E) at the dorsal side occurred in a disorganized way in MZ*smad4a* embryos, resulting in a poorly patterned axis (Fig. 6a; Supplementary Movie 2). Furthermore, a proportion of cells failed to undergo dorsal migration. Instead, they formed clusters on the ventral side of the embryo (Fig. 6a; Supplementary Movie 2).

**Fig. 6:**
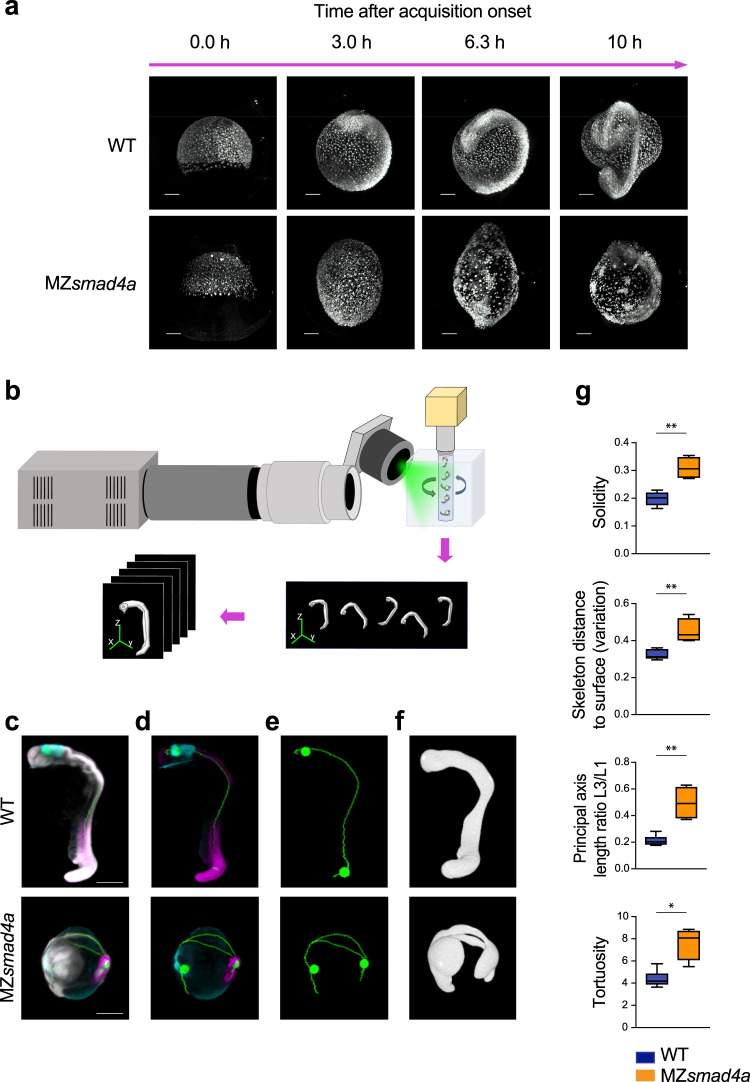
An OPT pipeline enabling fast quantitation of 24-hpf zebrafish embryos. **a** Snapshots from Supplementary Movies 1 and 2, showing WT and MZ*smad4a* embryo development. Upper and lower panels show developing WT and MZ*smad4a* mutant embryos, respectively. Embryos are shown at 0.0 (mid gastrulation), 3.0, 6.3, and 10 h after acquisition onset. Nuclei were mosaically labeled with PSmOrange. Scale bar corresponds to 150 µm. **b** Schematic of the OPT set up, where up to five embryos can be imaged simultaneously. A 5-channel image is generated for each embryo for subsequent quantitation. **c**–**f** Examples of processed WT and MZ*smad4a* embryo images. Merged nuclear marker channel together with anterior (*otx2*) and posterior (*myod*) markers and digital skeleton (**c**). Merged anterior (*otx2*) and posterior (*myod*) markers and skeleton (**d**). Skeleton channel, together with anterior/posterior landmarks (**e**). Green spheres along the skeleton mark A/P coordinates. Segmented embryo mask representative of the nuclear marker (**f**). Scale bars correspond to 260 µm. **g** A subset of morphological descriptors from the output array (4 out of 26). Note that all measures, beside the A/P index, refer to the segmented embryo mask. Box-and-whiskers plots show WT (*n* = 6) vs MZ*smad4a* mutants (*n* = 4). Box at 25–75^th^ percentile, whiskers at minimum and maximum values, line at median. Solidity: *p* = 0.009, Skeleton distance to surface (variation): *p* = 0.009, Tortuosity *p* = 0.019, Principal axis length ratio L3/L1: *p* = 0.009. Two sided Mann–Whitney test. *p < 0.05; **p < 0.01.

Both embryo elongation and C/E defects have been reported in *bmp* mutants^79^. To investigate the similarity between the morphology of MZ*smad4a* mutants and *bmp* mutants more rigorously, we developed a method to image large numbers of embryos and to objectively and quantitatively describe their morphological features. To achieve this we took advantage of an OPT system, where samples are rotated through 360° with images acquired at set intervals, and a back-projection technique is applied to reconstruct the 3D images^80–82^. The system enabled simultaneous acquisition of up to five embryos (Fig. 6b, Supplementary Movies 3 and 4), This was implemented with a semi-automated pipeline for segmentation and quantitation of 24-hpf fluorescently labeled embryos. Nuclear labeling was used to generate a 3D mask of the embryo, as well as a 3D skeleton endowed within the mask^83^. Anterior and posterior coordinates were defined by the use of *otx2* and *myod* expression landmarks (Fig. 6c–f). These geometrical features were then analyzed to generate an array of classical and ad hoc morphological descriptors (Supplementary Data File 2). Amongst these descriptors were parameters describing differences in embryo thickness (variation of skeleton distance to surface voxels), non-homogeneities of the axis (solidity), and A/P axis shortening (principal axis length ratios, tortuosity, AP index) (Fig. 6g, Supplementary Fig. 7a).

Having developed a sensitive method to describe embryo shape, we next generated a framework describing different extents of BMP perturbation to use as a reference for characterizing MZ*smad4a* mutant morphology. To achieve this, we performed a dose response of increasing concentrations of the BMP receptor inhibitor DMH1 and imaged 4–5 embryos for each dose at 24 hpf (Fig. 7a; Supplementary Fig. 7b). The resulting dataset was then combined with an equivalent dataset generated from a pool of MZ*smad4a*, M*smad4a*, and *bmp2b*^-/-^ embryos (the *bmp2b*^*tdc24*^ allele which lacks all zygotic BMP signaling^84^) and visualized using principal component analysis (PCA) (Fig. 7b–e). We found that variation in embryo shape was mainly explained by two principal components (Supplementary Fig. 8a): PC1 (mainly driven by tortuosity and principal axis length ratio L3/L1), and PC2 (driven by solidity) which defined the main axis of the BMP morphospace (Supplementary Fig. 8b, c).

**Fig. 7:**
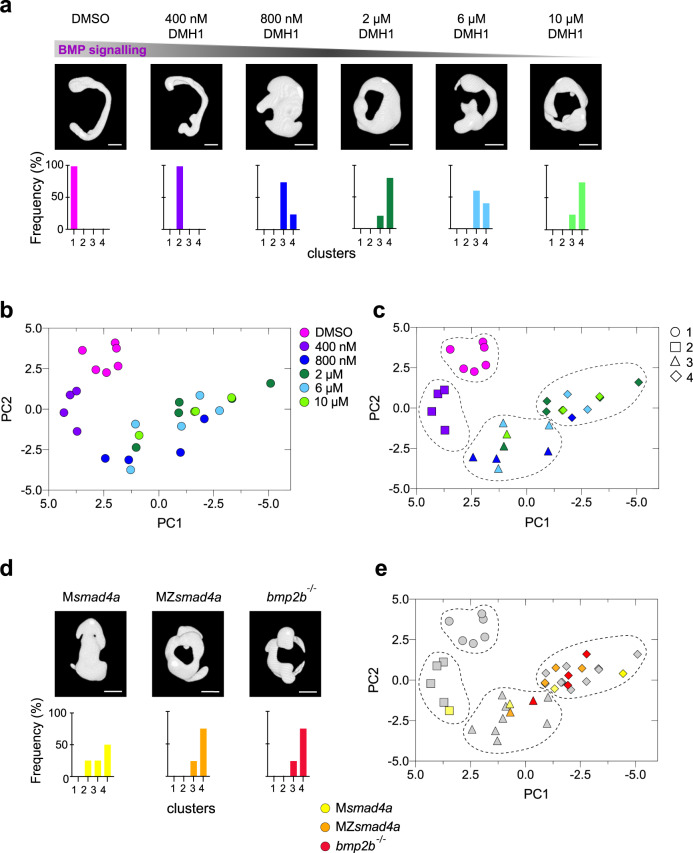
Building a morphometric map for BMP signaling. **a** Representative embryos treated with different doses of the BMP inhibitor DMH1 are shown. Bottom panels show the percentage of embryos falling in the different severity clusters defined in **c**. Scale bars correspond to 260 µm. **b** Morphometric map for the BMP dose/response. Each embryo is represented as a dot and color coding indicates the DMH1 dose. **c** As in **b**, but using hierarchical clustering, which defines four different clusters with different severity. Color coding indicates DMH1 dose; shapes indicate severity groups. **d** As in **a** but shows embryo masks for MZ*smad4a*, M*smad4a*, and *bmp2b*^-/-^ embryos. Scale bars correspond to 260 µm. **e** MZ*smad4a* (orange), M*smad4a* (yellow), and *bmp2b*^-/-^ (red) are plotted onto the dose/response morphometric map (gray). Shapes indicate severity group.

Embryos treated with different doses of DMH1 organized in the morphospace and formed four different clusters according to different degrees of severity, with cluster four being defined by the highest DMH1 concentrations (Fig. 7b, c). Strikingly, M*smad4a* mutants, which display milder morphological defects, fell within clusters two, three and four (Fig. 7d, e). However, MZ*smad4a* embryos, together with *bmp2b*^-/-^ embryos, clustered mainly at the end of the trajectory, within cluster four (Fig. 7d, e). These results indicate that MZ*smad4a* mutants are indistinguishable from embryos in which BMP signaling has been pharmacologically or genetically perturbed.

As a final control, to confirm that our morphometric analysis was specific to mutants compromised for BMP signaling, we performed the same analysis on a distinct signaling mutant, MZ*oep*, which is an MZ mutant for the Nodal co-receptor Tdgf1. This mutant is null for Nodal signaling, and has a phenotype indistinguishable from the *ndr1*^*-/-*^*;ndr2*^-/-^ (formerly *sqt;cyc*) double mutant^85^. These embryos clearly did not cluster with either MZ*smad4a*, or *bmp2b*^-/-^ embryos (Supplementary Fig. 8d), indicating that the methodology we are employing is capable of distinguishing morphologies arising from inhibition of different signaling pathways.

## Discussion

Here we have comprehensively characterized a Smad4 mutant in zebrafish and shown that Smad4 is differentially required for the two arms of the TGF-β family signaling pathways. We have demonstrated this by interrogating Smad4 function downstream of BMP and Nodal, which signal through pSmad1/5 and pSmad2, respectively. By complementing our analysis with an imaging pipeline enabling quantitation of whole 24-hpf embryo morphology, we demonstrate that while Smad4a is essential for BMP–pSmad1/5 signaling, it is dispensable for Nodal–pSmad2 signaling. We also show that loss of SMAD4 in mESCs recapitulates the transcriptional defects observed in zebrafish embryos, indicating that the SMAD4 requirement in mediating BMP and Nodal responses is evolutionarily conserved. We thus conclude that SMAD4 is not an essential component of all TGF-β family signaling pathways. This work has major implications for diseases, in particular, pancreatic and colon cancer, where SMAD4 is frequently mutated or deleted. It will be important in the future to understand in the cancer context, to what extent TGF-β family signaling is still functional in tumors harboring SMAD4 mutations and deletions. Furthermore, because we can rescue our MZ*smad4a* mutants with human *SMAD4* mRNA, we have an ideal system with which to analyze the functional consequences of *SMAD4* mutations found in human tumors.

### Smad4a is essential for BMP signaling

We show that loss of maternal Smad4 impairs gastrulation and overall embryo development and demonstrate that the severe gastrulation defects exhibited by M*smad4a* and MZ*smad4a* mutants are a consequence of suppressed BMP signaling activity. We provide biochemical, transcriptional, and morphological evidence that Smad4a is essential for pSmad1/5 signaling. Some of the first targets of the BMP signaling pathway in zebrafish embryos are actually the genes encoding zygotic Bmp2b and Bmp7a themselves^65^, which we conclude are not produced in the MZ*smad4a* mutant embryos. Consistent with this, we could rescue pSmad1/5 activity at 40% epiboly in the MZ*smad4a* mutants by overexpressing BMP4. Crucially, this was not sufficient to rescue the MZ*smad4a* mutant phenotype, indicating that Smad4a is also required for signaling downstream of Bmp2b and Bmp7a. 

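bmp7a (ENSDARG00000018260) had 183.4 ± 19.2 CPM (SD, n = 3) in WT and 126.3 ± 34.9 CPM (SD, n = 3) in MZsmad4a embryos at 50% epiboly. Its libraries had 170.1, 205.5 and 174.8 CPM in WT and 105.3, 107.1 and 166.5 CPM in MZsmad4a embryos. The log2 fold change was -0.54 (standard error 0.18, adjusted p = 0.181 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was -0.57 (adjusted p = 0.187) with the replicate block. The gene table names a pair of identifiers BMP2 without telling which is bmp2b. One (ENSDARG00000041430) had 54.2 ± 5.84 CPM in WT and 61.5 ± 7.03 CPM in MZsmad4a embryos, a log2 fold change of 0.18 (standard error 0.13, adjusted p = 0.552, and 0.599 with the block, from edgeR's quasi-likelihood test). The other (ENSDARG00000013409) had at most 3 counts in any library and was not tested.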

We noted from our RNA-seq data that at the level of mRNA, *bmp2b*, and *bmp7a* levels were not substantially different between WT and MZ*smad4a* mutants. It is known that the earliest expression of *bmp2b* and *bmp7a* depends on the maternal POU domain transcription factor Pou2/Pou5f1^86^, and is not under the control of the BMP pathway^38,41^. *bmp7a* has also been shown to be maternally produced^45^. It would appear that these early *bmp2b/7a* transcripts are not efficiently translated, consistent with the absence of a phenotype in maternal *bmp7a* mutants^37,55^. Further supporting the lack of BMP ligand activity in MZ*smad4a*, we show that *bmp7*^*-/-*^ mutants, which lack all pSmad1/5 activity^52^, phenocopy MZ*smad4a* mutants with respect to the expression of BMP target genes and D/V markers.

Intriguingly, we also show that Z*smad4a* mutants are indistinguishable from WT embryos during early zebrafish development. Moreover, they reach adulthood and are fertile. This suggests that maternally deposited *smad4a* transcripts are sufficient to drive the main signaling and morphogenetic events during Z*smad4a* mutant gastrulation. Consistent with our findings, zygotic *bmp2b* (*swirl*) and *bmp7a* (*snailhouse*) mutants can also reach adulthood if transcripts for these genes are injected at the 1-cell stage^37,39^. However, the contribution of additional BMP ligands, like Bmp4, is not known is this context. Indeed, it is likely that the BMP signaling requirement may be substantial also during juvenile and adult zebrafish life. We have shown that *smad4b* is not expressed up to 4 dpf, nor is it upregulated in the absence of *smad4a*. However, it is possible that at later times Smad4b can mediate BMP signaling instead of Smad4a. Alternatively another transcriptional cofactor may interact with pSmad1/5 to induce transcription of target genes in juveniles and adults instead of Smad4.

### Smad4-independent Nodal signaling is sufficient for mesoderm, but not endoderm induction

The R-SMADs SMAD1/5 and SMAD3 contact DNA directly via their N-terminal MH1 domains^12^. However, the MH1 domain of SMAD2 does not efficiently bind DNA and thus pSMAD2–SMAD4 complexes are primarily recruited to DNA by other transcription factors, most notably in early embryonic development, Foxh1 and Mixl1 (formerly called Mixer)^12^. Indeed, zebrafish embryos lacking both Foxh1 and Mixl1 resemble embryos devoid of Nodal signaling, albeit less severe^72,73^. We show here that pSMAD1/5 requires SMAD4 for DNA binding, and have previously shown a similar requirement of SMAD4 for pSMAD3 to bind DNA^69^. In endogenous contexts, SMAD4 is found to be a component of activated Foxh1–SMAD complexes and Mixl1–SMAD complexes^14,87^. However, it does not appear to be absolutely required for pSMAD2 binding to these transcription factors, as luciferase reporters driven by Foxh1 or Mixl1 binding sites are ligand-inducible, even in SMAD4-null cells^88,89^. Furthermore, pSMAD2 can induce transcription without the requirement for SMAD4, if it is brought to DNA via a SMAD-interacting transcription factor^74^. This indicates that in the absence of SMAD4, homomeric pSMAD2 complexes can be recruited to enhancers of Nodal target genes by interacting directly with transcription factors like Foxh1 and Mixl1.

Here we demonstrate the functional ramifications of this mechanism in Smad4-null zebrafish embryos. We show that Nodal signaling is induced in MZ*smad4a* embryos independently of Smad4a but appears to be less efficient, affecting the induction of some Nodal targets more than others. We show that levels of *ndr1/2* are similar between WT and MZ*smad4a* mutant embryos over a time course from 256 cells to 75% epiboly, a process likely influenced by the initial *ndr1/2* induction in the YSL. In contrast, expression of *lft1/2* over the same time course is initially reduced in the MZ*smad4a* mutant embryos, before reaching WT levels by 50% epiboly. The differential effect of loss of Smad4 on the expression of ligands and antagonists, which function as a feedback loop, results in a compensation mechanism whereby Nodal signaling (as read out by pSmad2 levels) is prematurely enhanced at early gastrulation, and then curtailed, as levels of Lft1/2 are restored to WT. We show that this Smad4-independent Nodal signaling is more sensitive to pathway perturbations. We therefore conclude that Smad4, by promoting efficient Nodal-induced transcription, confers robustness. Although Smad4-independent Nodal signaling is sufficient for the specification of axial and paraxial mesodermal gene programs, endoderm induction is clearly impaired. Genetic titration of Nodal signaling levels in mouse embryos revealed that while induction of intermediate mesodermal derivatives like the node and notochord are induced at low Nodal signaling levels, definitive endoderm and prechordal plate induction require stronger signaling^25,26^. Therefore, it is also likely in MZ*smad4a* mutants that Nodal signaling does not reach the threshold for endoderm induction. Taken together, our findings suggest that while Smad4 is generally dispensable for Nodal signaling, it is important in contexts where high Nodal signaling levels are required for cell fate specification.

### OPT enables the quantification of morphogenetic features in large numbers of whole zebrafish embryos

Phenotypic analysis of zebrafish embryos has widely served as a gateway to identify new genes and determine their function. This has been achieved either by investigating mutations that co-segregate with developmental phenotypes (forward genetics) or by interrogating the functional consequences of known genetic manipulations (reverse genetics)^90^. In the context of BMP signaling, visual characterization and annotation of phenotypic traits via “dorsalization“ or “ventralization“ scales have been particularly useful for establishing epistatic relationships between components of the BMP signaling pathway, as well as the phenotypic consequences of targeted pathway manipulations^37,39,45^. However, these approaches are not able to quantitate phenotypic differences across different mutants, especially when the mutant phenotype is the result of complex signaling and genetic interactions. To overcome these drawbacks, we have developed a standardized method for quantitating zebrafish embryo morphology.

We have taken advantage of OPT, which enables fast acquisition of whole 24-hpf embryos without the image burden of light-sheet microscopy, or the in-depth imaging limitations of confocal microscopy^81,91^. By combining this with semi-automated segmentation and quantitation we have been able to visualize individual embryos within a morphogenetic map and explore their relationships. We have captured the morphological consequences of different degrees of BMP inhibition and have generated a BMP morphospace in which embryos are organized into distinct clusters. We have tested if and to what extent Smad4a mutant morphology depends on the loss of BMP signaling and found that MZ*smad4a* and M*smad4a* embryos fall in different positions within these defined clusters in accordance with their morphological features. Additionally, analysis of the BMP morphospace revealed that embryos treated with higher doses of the BMP signaling inhibitor, DMH1, as well as mutant embryos, exhibited more phenotypic variability than did WT embryos, a phenomenon known as “decanalization”^92^. By generating different phenotypic spaces, through the use of different mutants and inhibitors, our approach could be extended and integrated to other signaling pathways apart from Nodal and BMP. Finally, our quantitative approach to defining morphological embryo features opens up a method to combine morphological data with genomic datasets, for example, RNA-seq or ChIP/ATAC-seq, within multi-dimensional variable space. This will facilitate genotype–phenotype correlations regardless of whether the starting point of the analysis is a gene or a phenotype. We can foresee exciting applications for our approach, not only in basic research, but also for drug screening and drug discovery.

## Methods

### Fish lines and maintenance

*Danio rerio* were housed in 28.0 °C water (pH 7.5 and conductivity 500 µS) with a 15 h on/9 h off light cycle. All zebrafish husbandry was performed under standard conditions in accordance with institutional (Francis Crick Institute) and national (UK) ethical and animal welfare regulations. All regulated procedures were carried out at the Francis Crick Institute in accordance with UK Home Office regulations under project license P83B37B3C, which underwent full ethical review and approval by the Francis Crick Institute’s Animal Ethics Committee.

### Smad4a mutant generation

*smad4* is found in two copies within the zebrafish genome: *smad4a* (ENSDARG00000075226) and *smad4*b (ENSDARG00000012649). Note that in the latest release of the zebrafish genome (GRCz11), *smad4b* is composed of two separate transcripts. In the previous release (GRCz10), it is clearly one transcript encoding a protein highly homologous to Smad4a. One-cell stage zebrafish embryos were injected with 300 ng/µl of Cas9 mRNA^93^ and 50 ng/µl of *smad4a* gRNA in injection buffer (10x stock: 200 mM HEPES pH7.0, 1.2 M KCl) as described^93^. Injected embryos were grown to adulthood and outcrossed with WT. Adult progeny were screened via PCR and Sanger sequencing using the primers listed in Supplementary Table 1. F0 embryos were grown and fish carrying the deletion were selected as founders. For routine breeding and maintenance of the mutant strain, genotyping was outsourced to “Transnetyx [https://www.transnetyx.com/]”.

### OPT

Zebrafish embryos were imaged using the 4x imaging arm of a dual-magnification OPT system that also has a 1x arm. The 4x arm used comprises a microscope objective lens (Plan Fluor 4x/0.13, Nikon) and tube lens (TTL-200A, Thorlabs), with an adjustable aperture placed behind the microscope objective lens to enable the system numerical aperture to be adjusted in order to maintain object-space telecentricity. Illumination was provided by a multiline laser light source (TriLine, Cairn Research Ltd), which has 460, 555, and 635 nm lines available, that is coupled through an actively vibrated 800 μm core diameter fiber in order to homogenize the beam profile. The beam from the fiber output was collimated, passed through a motorized excitation filter wheel, then focused onto a diffuser for further homogenization, after which a Fresnel lens (FRP251, Thorlabs) was used to collimate the light coming from the diffuser and to illuminate the sample. When imaging smaller samples, this Fresnel lens can be moved further from the diffuser to partially focus the illumination on a smaller sample region to increase the illumination flux if desired. The fluorescence images were captured by an sCMOS camera (Zyla 5.5, Andor) in front of which was an emission filter. The EGFP/Fluorescein-TSA excitation (FF01-445/45-25) and emission filters (FF01-535/50-25), TdT/SYTOX Orange excitation (FF01-554/23-25) and emission filters (FF01-609/54-25), and the AF647/Fast Blue excitation (FF01-631/36-25) and emission filters (FF01-708/75-25) used were all from Semrock. OPT fluorescence image data were acquired at 400 equally spaced projection angles, with the integration time of each project image being on the order of 25–500 ms, depending on the fluorophore.

### OPT reconstruction and segmentation

The OPT projection images acquired in different fluorescence channels were first corrected for the mismatch of the rotation axis with the middle line of camera’s field of view. Briefly, the number (*n* = 16) of pairs of opposite-side projections were first transformed to the Gaussian gradient modulus with *σ* = 30 µm smoothing using the “MathWorks Nonlinear Diffusion Toolbox [https://www.mathworks.com/matlabcentral/fileexchange/3710-nonlinear-diffusion-toolbox]” (3 voxels in unbinned data), and then cross-correlated by using the “Matlab ***xcorr2*** function [https://www.mathworks.com/help/signal/ref/xcorr2.html]” to define rotation axis shifts for every pair. The median value of the calculated shifts was taken, and the projection images were translated correspondingly to correct for this shift. The corrected projections were then reconstructed by using the Filtered Back-Projection algorithm implemented using the “Matlab ***iradon*** function [https://www.mathworks.com/help/images/ref/iradon.html]”. For the purpose of further segmentation and analysis, the reconstructed 3D images of embryos typically containing 5 embryos per acquisition, were rendered in the resolution of 6.5 µm/voxel. Then, the local intensity-based segmentation was applied to the TdT (SYTOX Orange) channel to define the body of the embryo. The other fluorescent images which monitor the expression of gene markers in the head and the tail of the embryo (*otx2*, and *myod*, respectively) were not used for segmentation. The 2-scale sensitive segmentation for SYTOX Orange channel was arranged by using the 3 images $${U}_{\sigma 1},{U}_{\sigma 2},{U}_{\sigma 3}$$ representing the original SYTOX Orange intensity *U* smoothed with progressively increasing Gaussian *σ* parameter. These 3 images were used to form the two normalized scale-sensitive difference images as

1 $${u}_{1}=({U}_{\sigma 1}-{U}_{\sigma 2})/{U}_{\sigma 2}$$

2 $${u}_{2}=({U}_{\sigma 2}-{U}_{\sigma 3})/{U}_{\sigma 3}$$

Finally, the weighted scale-sensitive image was synthesized and then thresholded with the help of adjustable weight and threshold parameters *w* and *t*, as

3 $$segmentation=w\cdot {u}_{1}+(1-w)\cdot {u}_{2}\, > \, t$$

We found by visual inspection that for the given resolution and quality of images, the values of adjusting parameters providing satisfying segmentations of the dataset, were maintained constant across samples. Out of 43 embryos, segmentation parameters had to be adjusted for one of the 400 nM DMH1 samples due to a yolk artefact (see Supplementary Data File 2 for the specific parameters used). At the last stage of segmentation, each individual binarized embryo body was identified for the analysis by passing the size criterion. Having the geometric positions of the segmented embryo body, we then applied the quantification step of the analysis to characterize every embryo by a feature vector of morphological parameters. In particular, we calculated the shape and intensity-based descriptors given in Supplementary Data File 2. Intensity-based quantifiers included the correlation of the distance maps seeded by the anterior and posterior end of an embryo identified as maximum brightness points in the corresponding *otx2* (anterior), and *myod* (posterior) spectral channels. To get statistics on different sets of voxels, we calculated the variation (standard deviation over mean), and the skewness and the kurtosis of the distribution. For image intensity, the sample minimum was subtracted. The code for the “segmentation [https://github.com/yalexand/ALYtools/blob/master/Classes/%40ALYtools_data_controller/do_OPT_ZFish_Embryo_Segmentation.m]” and “quantitation [https://github.com/yalexand/ALYtools/blob/master/Classes/%40ALYtools_data_controller/analyze_OPT_ZFish_Embryo.m]” of zebrafish embryo shape was implemented in Matlab (Mathworks)^94^. To study the discrimination ability of the parameters, we considered the embryos in the multidimensional feature space. For this, we used the “Factoextra [https://rpkgs.datanovia.com/factoextra/index.html]” package in R. Briefly, the selected morphological descriptors were scaled and visualized using PCA-based dimensionality reduction^95^ using the prcomp function. Next the contribution of the different principal components to the total variance was visualized using the fviz_eig function. As PC1 and PC2 contributed most to the variance, they were chosen as the main PCA axes. To better interpret the morphogenetic map, we visualized the contribution of the different variables for the first two components using the Fviz_contrib function. To visualize the PCA space, PC1 and PC2 coordinates were extracted and used for plotting in Prism9. The Factoextra package was also used to group embryos using default clustering algorithms. Despite the small number of data points, unsupervised methods such as hierarchical clustering^96^ K-means^97^, or K-medoids^98^ provided similar partition patterns into four clusters, roughly reflecting their observed actual morphological differences (‘unperturbed’,’slightly’,’moderately’ and ‘heavily perturbed’). Finally, rendering of OPT image data was performed with the software Icy (Institute Pasteur and France bioimaging) and Imaris (Oxford instruments) for representative figures and movies. Renderings were adjusted to enhance contrast where appropriate.

### Single cell isolation and sequencing

Fertilized embryos were kept in embryo media until they reached high stage. At that time, they were transferred to agar-coated 6-cm petri dishes and manually dechorionated in embryo media. At sphere stage, embryo media was sequentially replaced with Dulbecco Modified Eagle’s Medium (DMEM F-12, ThermoFisher Scientific) containing 0.04% BSA, and the blastula cups were dissected away from 25 embryos and transferred to an eppendorf containing 100 µl of DMEM-F12 + 0.04% BSA. Cells were then pelleted at 400 × *g* for 30 s. The media was removed, and cells were suspended in 200 µl of ice-cold phosphate buffered saline (PBS) containing 0.04% BSA, to which 800 µl methanol were added dropwise. Samples were kept on ice for 15 min and finally transferred to −20 °C until use. For rehydration, samples were incubated on ice for 15 min and then cells were pelleted at 1000 × *g* for 5 min at 4 °C. Cells were resuspended in 100 µl ice cold PBS containing 0.04% BSA and the cell suspension was loaded into 10X Genomics Single Cell 3′ Chip using a Chromium 10X machine (10X). The library was sequenced with an Illumina HiSeq 4000.

### ScRNA-seq analysis

For the sphere sc-RNAseq library, quantification and alignment were carried out using cellranger-2.1.1 against genome GRCz10-release-89 from Ensembl. Initially, the dataset was analyzed using the cell ranger tool (10X) which estimated 2644 sequenced cells, with a total of 157,991,051 reads, 59,754 mean reads per cell and 3807 median genes per cell. The sequencing saturation was 62%. Further analysis of the dataset was performed using the “Seurat R toolkit [https://satijalab.org/seurat/articles/get_started.html]”^99^. First, cells with high mitochondrial counts were removed from the dataset using a 10% threshold filter which removed 49 cells from the dataset. Next, counts were normalized, and highly variable features were selected and scaled using default parameters. After PCA, cells were classified in clusters (find cluster resolution = 0.2) and displayed as uMAPs or heatmaps. For uMAPs and clustering the first 15 PCs were considered. Expression of different gene features is displayed on uMAPs in the form of normalized counts. The different clusters were characterized based on the markers shown in Supplementary Fig. 2a. Of the 4 different clusters, cluster 4 was more difficult to characterize due to the low number of cells. This cluster did not present particularly high levels of mitochondrial counts but shared some markers with the EVL and displayed expression of YSL markers. As the YSL forms from the regression of pre-existing cell membrane from marginal blastomeres^100^, we hypothesized these could be YSL progenitors and named them putative YSL.

### RNA extraction

For RNA extraction of embryos, 15 (for qPCR) or 25 (Bulk RNA-seq) embryos were collected for each biological replicate. Embryos were homogenized in Trizol (ThermoFisher Scientific) using a 1 ml syringe (BD Plastipack) equipped with a 21 G x 1/2 needle (BD Microlance). Water-saturated chloroform (200 µl) was then added to the samples and mixed by vortexing. The samples were centrifuged for 15 min at 16,200 × *g* at 4 °C and the aqueous phase was added to 500 µl isopropanol to precipitate the RNA. Total RNA was pelleted by centrifugation at 16,200 × *g* for 45 min at 4 °C. The pellet was then washed with ethanol, centrifuged again, and resuspended in 50 µl of RNAse-free water. Residual DNA in the samples was eliminated by incubating the samples in DNAse (Worthington Biochemicals) at 37 °C for 10 min. Total RNA was purified from the DNAse reaction by adding 150 µl of phenol-chloroform isoamyl alcohol (Invitrogen) followed by centrifugation at 16,200 × *g* for 5 min. The aqueous phase was mixed with 300 µl of 100% ethanol and 25 µl of ammonium acetate (4 M pH 5.6) to precipitate the RNA. Finally, isolated RNA was pelleted by centrifugation for 15 min at 16,200 × *g* at 4 °C and the pellets were washed in ethanol and re-suspended in 30 µl of RNAse-free water. RNA extraction of mouse ESCs was performed as previously described^101^.

### Bulk RNA-seq

For the bulk RNA-seq experiment, three biological replicates were used. The quality of the extracted RNA was assessed using a bioanalyzer (Agilent). Libraries were prepared using the KAPA mRNA HyperPrep kit (Roche) and paired-end reads were generated using an Illumina HiSeq 4000.

### RNA-seq quantification and differential expression analysis

Biological replicate datasets were analyzed using the Francis Crick Institute “BABS-RNASeq Nextflow pipeline [https://github.com/crickbabs/BABS-RNASeq]”^102^. The GRCz11 zebrafish reference genome was used with the Ensembl release-95^103^ gene annotations. The BABS-RNASeq pipeline implements steps to assess dataset quality and quantifies gene expression. Illumina adapter contamination was removed from reads using cutadapt^104^. Dataset quality and replication was validated using “FastQC [https://www.bioinformatics.babraham.ac.uk/projects/fastqc/]”, RSeQC^105^, RNA-SeQC^106^, and “Picard [http://broadinstitute.github.io/picard/]”. Reads were then aligned to the genome and expression quantified using STAR^107^ and RSEM^108^. Estimates of gene expression were loaded into R^109^ and the expected counts converted to integers. The counts matrix was normalized and differentially expressed genes were identified using DESeq2^110^ where FDR ≤ 0.01.

### cDNA preparation and qPCR

For both mESCs and for zebrafish embryos cDNA was generated with the AffinityScript kit (Agilent) as previously described^34^. Briefly, 500 ng of RNA were retrotranscribed using random primers. For qPCR, the cDNA was diluted 1:10. All qPCRs were performed with the PowerUp SYBR Green Master Mix (ThermoFisher Scientific) with 300 nM of each primer and 2 μl of diluted cDNA. Fluorescence acquisition was performed on either a QuantStudio 5 System machine or QuantStudio 12 Flex (ThermoFisher Scientific). Primers are listed in Supplementary Table 1. For the zebrafish samples, quantification for relative gene expression was performed using the comparative Ct method and target gene expression was normalized to *actin*. In addition, for most of the qPCRs, time course values for MZ*smad4a* and M*smad4a* mutants were normalized to the WT expression levels at 75% epiboly for each replicate. For SB-505124 dose responses, WT and MZ*smad4a* mutant values were normalized to each DMSO treatment value. Instead, for mESCs experiments, target gene expression was normalized to *Gapdh* levels. Fold changes in gene expression between WT cells and SMAD4 knockout clones were obtained by normalizing expression values to the 2-h WT sample in the case of the BMP4 inductions and to the 8-h WT sample in the case of the Activin A inductions.

### Single and double-FISH

The majority of the probes were transcribed from linearized plasmids as previously described^34^. Details of the plasmids, with the relevant restriction enzyme and polymerases are given in Supplementary Table 2. The *tbx16* probe was transcribed from a PCR fragment, which was generated via PCR from cDNA using the primers listed in Supplementary Table 1. PCR was performed using the Phusion high fidelity DNA polymerase (NEB).

FISH was performed as previously described^34^. Briefly, embryos were incubated in 2% H_2_O_2_ in 100% methanol for 20 min to clear background staining before rehydration with PBS/0.1% Tween 20 (PTW). For single FISH, embryos were incubated first with a Digoxigenin (Dig)-11-UTP-(Roche) labeled probe at 65 °C overnight and, after extensive washing in SSC buffer, with an anti-Dig-HRP (Roche, 1:500). For double-FISH, the Dig-probe was incubated in combination with a dinitrophenol (DNP)-11-UTP (Perkin Elmer) labeled probe, followed by incubation with an anti-DIG-HRP plus an anti-DNP-AP (Vector labs MB-3100, 1:1000) antibody. To detect HRP, embryos were first pre-incubated with tyramide (Sigma) coupled with fluorescein-NHS ester (ThermoFisher Scientific) for 25 min in the dark in PTW. Next 0.001% H_2_O_2_ was added, and embryos were incubated for an additional 30 min to allow the signal to develop. For double-FISH, after the HRP reaction, embryos were washed several times and incubated with a Fast Blue + Naphthol-AS-MX solution (Sigma). This allowed for alkaline phosphatase detection. Finally, nuclear staining was performed with either DAPI 1:1000 in PTW or SYTOX Orange (Invitrogen) at 1:200,000 in PTW at 4 °C overnight.

### Quantitative in-situ hybridization (RNAscope^®^)

Quantitative FISH was performed with the RNAscope^®^ 2.0 Assay^111^ using the Multiplex Fluorescent Assay v2 (ACDBio) according to manufacturer’s instruction. Briefly, after fixation and rehydration embryos were incubated with Dr-*lft1* (557771-C2, ACDBio) or Dr-*ndr1* (557761, ACDBio) probes at 40 °C overnight. Embryos were then washed 3 × 15 min in 0.2x saline sodium citrate/0.01% Tween 20 (SSCT) and re-fixed in 4% PFA at RT for 10 min. After washing, embryos underwent a series of incubations interspersed with 4 x 5 min washes with 0.2 x SSCT. First, they were incubated with two drops of the Amp1 and Amp2 solution at 40 °C for 30 min and then incubated with two drops of Amp3 at 40 °C for 15 min. After an additional washing step, embryos were incubated with two drops of the Multiplex FL V2 HRP-C1 (*ndr1*) or C2 (*lft1*) at 40 °C for 15 min. After a last series of washes in SSCT, embryos were washed in PTW and processed for the staining. Like conventional FISH, embryos were incubated with tyramide (Sigma) coupled with fluorescein-NHS ester (ThermoFisher Scientific) in PTW in the dark. To allow HRP detection, 0.001% H_2_O_2_ was added to the reaction and embryos were incubated for 30 min, also in the dark. The embryos were then extensively washed and DAPI was used at 1:1000 in PTW overnight at 4 °C.

### Immunostaining

For immunostaining, after rehydration, embryos were washed extensively in PBS/1% Triton X-100 and incubated in cold acetone at −20 °C for 20 min^33^. They were then blocked in 10% FBS and 0.8% Triton X-100 plus 1% DMSO in PBS. Embryos were then incubated with either primary antibodies against pSmad2 (Cat# 8828, Cell Signaling Technology; 1:800) or pSmad1/5 (Cat# 13820, Cell Signaling Technology; 1:800) at 4 °C overnight. Antibody binding was detected with a donkey anti-rabbit Alexa Fluor 488 (Cat# A-21206, ThermoFisher Scientific, 1:400). For nuclear staining embryos were incubating with DAPI 1:1000 in PTW at 4 °C overnight.

### Confocal imaging and image analysis

Confocal images (Fig. 1d–g, Supplementary Figs. 1c–f and 5c) were acquired with an inverted Leica Sp8 laser scanning confocal microscope (Leica Biosystems). Embryos were mounted in 35 mm MatTek dishes (MatTek) in 1% low melting agar (Sigma) and Z-projections were acquired with a 10X dry lens. Alternatively, (Figs. 3b, d, 4a, d, e, h and 5d, Supplementary Figs 3c, 5a, b, f, h, 6c) embryos were imaged with an upright Leica Sp5 (Leica Biosystems) with a 20X HCX PL APO lens (Leica Biosystems) and embryos were mounted in custom dishes in 1% low melting agar. For quantification of the pSmad1/5 and *chrd* expression domains the Polygon selection tool (Fiji) and the straight-line tool (Fiji) were used on MIPs to define a ROI and measure the areas and the lengths of the expression domains. For the quantification of signaling levels and gene expression at the margin, embryos were mounted with the lateral margin perpendicular to the lens, and confocal stacks (about 200 µm) were acquired with a 2 µm Z-interval. Using the ImageJ software^112^, a region of interest (ROI) was drawn on each optical section to exclude nuclei from the YSL. Next, individual nuclei were segmented from the DAPI staining from each optical section by thresholding with a mean filter. Binary images were refined by an erode and dilate step (Fiji binary functions) and the resulting mask was used to measure nuclear intensities for pSmad2, *ndr1* and *lft1* with the 3D object counter function. To obtain the position for each nucleus with respect to the margin the coordinates of the centroids for segmented nuclei were recorded across the *y* axis. The resulting nuclear intensities for the different markers were visualized either by plotting individual nuclei values or alternatively, for each embryo, nuclear intensities were fitted with a Lowless function using the software PRISM8 (Graphpad) and curves from mutant and control groups were merged and visualized as mean and SEM. For illustrative purposes, maximum intensity Z-projections from confocal stacks were adjusted to enhance brightness where appropriate. Adjustments were kept equal between control and treated or mutant samples for all images, apart from in Fig. 1f where the DAPI signal was slightly enhanced with respect to Fig. 1d, e, g.

### Light sheet microscopy

Light sheet imaging was performed using a Luxendo MuVi-SPIM microscope, PSmOrange labeling was detected by using a 515 nm excitation laser and a LP530 filter. Each embryo was acquired from mid-gastrulation every 5 min for 11–12 h in line mode configuration. Movies were processed using the Imaris software.

### Plasmids and RNA synthesis

The zebrafish open reading frames (ORF) for *smad4a* and *smad4b* were PCR amplified with oligonucleotides containing BamH1 and XhoI sites at their 5′ and 3′ ends for *smad4b* and ClaI and XhoI sites at their 5′ and 3′ ends for *smad4a* and were ligated into the pCS2 vector. Similarly, human *BMP4* was cloned into pCS2 using BamHI and XhoI. The gRNA plasmid for *smad4a* was generated by annealing gRNA oligos and subsequent ligation into the pT7-gRNA vector^93^. Details of all plasmids used are given in Supplementary Table 2. Primer and oligonucleotide sequences are given in Supplementary Table 1. Capped RNA for injection was transcribed as previously described^34^ except for PSmOrange RNA which was transcribed using the mMessage mMachine Sp6 kit (ThermoFisher Scientific) followed by LiCl precipitation. gRNA for *smad4a* was transcribed using the T7 MEGAscript Kit (ThermoFisher Scientific), followed by phenol/chloroform extraction and isopropanol precipitation.

### Morpholino and mRNA injections

For rescue experiments 80 pg of *SMAD4* mRNA or *smad4a* mRNA were injected at the one-cell stages. *BMP4* mRNA was injected at either 60 pg or 20 pg. The MO for *smad4b* or a mispaired version (Genetools; see Supplementary Table 2 for the sequences) were diluted in H_2_O to a final working concentration of 1 mM. For each MO, 2 pmol were injected in 1–2 cell stage embryos in a volume of 2 nl. 

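In the 6 libraries at 50% epiboly, smad4b was low but above the smallest level that the depth could show. It had 33, 64 and 49 expected counts in the WT libraries and 35, 31 and 75 in the MZsmad4a libraries, where 3 counts were taken as that smallest level. In the same libraries smad4a had 580, 1306 and 1113 counts in WT embryos. RSEM divides reads that fit both copies between them, so the split of such reads between the copies is an estimate. The smad4b identifier may also hold only part of the gene's reads, since the paper describes it as separate transcripts in GRCz11.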

Considering that both qPCR and bulk-RNAseq experiments showed absent expression for *smad4b* during early development, the MO’s efficacy was assessed by injection of 80 pg of *smad4b* mRNA into MZ*smad4a* mutants with or without the *smad4b* MO or the *smad4b* mpMO.

### Chemical inhibition

The inhibitors DMH1 (Selleck Chemicals) and SB-505124 (Sigma) were dissolved in DMSO and directly diluted in embryo medium. Drug dilutions are indicated in the text and figure legends. For the dose-responses, concentrations ranged between 10 µM and 400 nM for both drugs.

### Cell culture

HaCaT cells were obtained from the Francis Crick Institute Cell Services from stocks deposited in the ICRF Cell Bank by Lional Crawford in 1994. HaCaT SMAD4 knockout clones were generated at the Francis Crick Institute using CRISPR/Cas9 technology^113^. All three cell lines were banked by the Francis Crick Institute Cell Services, and certified negative for mycoplasma. Cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% FBS and 1% Penicillin/Streptomycin at 37 °C with 10% CO_2_. The feeder-independent E14-TG2a mouse embryonic stem cells carrying a *Hhex*-RedStar/*Gsc*-GFP reporter^114^ were obtained from Joshua M. Brickman (DanStem, University of Copenhagen) and were also certified mycoplasma negative by the Francis Crick Institute Cell Services. Cells were maintained in Glasgow Minimal Essential Medium (GMEM, Gibco), containing 10% FBS (Gibco, batch tested), 2 mM L-glutamine (Life Technologies), 1 mM sodium pyruvate (Life Technologies), 0.1 mM non-essential amino acids (Life Technologies), and 0.1 mM 2-mercaptoethanol (Sigma). 1000 U/ml leukemia inhibitory factor (LIF) was added just before use. Prior to the cell seeding, culture flasks and plates were coated with 0.1% gelatine (Sigma) in PBS. The cells were incubated at 37 °C with 5% CO_2_.

### Generation of SMAD4 knockout mESCs

Guide RNAs targeting the MH1 domain of SMAD4 (see Supplementary Table 1) were cloned into the pSpCas9(BB)-2A-GFP (PX458) plasmid^113^. 700,000 E14-TG2a mESCs were seeded in a 10-cm dish in a total volume of 10 ml GMEM media. The next day, the transfection mix consisting of 7.5 µg of pX458-gRNA plasmid, 60 µl of FuGENE HD (Promega) in a total of 1 ml Opti-MEM™ (ThermoFisher Scientific) was prepared according to the FuGENE HD (Promega) protocol and then added to the cells. Twenty-four hours post transfection, E14-TG2a cells were bulk sorted for GFP expression and then sparsely plated in 15-cm dishes to form single cell colonies. Ten days post-sorting, 30 clones were picked and transferred into 96-well plates. Once confluent, SMAD4 protein deletion was verified by Western blotting and selected clones were further validated by Sanger sequencing. For this, cells were lysed with the QuickExtract DNA Extraction Solution (Lucigen) according to the manufacturer’s instructions. PCR products were generated using primers targeting upstream and downstream of the CRISPR/Cas9-targeted sequence (Supplementary Table 1) were ligated into pGEM-T vectors and after bacterial transformation, clones were picked for plasmid extraction and Sanger sequencing.

### Ligands and cell treatments

Activin A (PeproTech, 120-14E) was reconstituted in PBS supplemented with 0.1% BSA. BMP4 (PeproTech, 120-05ET) was reconstituted in 4 mM HCl supplemented with 0.1% BSA. Ligands were used at 20 ng/ml. Cells were treated with the indicated ligands for the times indicated in the figures. SB-431542 (Tocris, UK) was used at a final concentration of 10 µM. Prior to Activin A stimulation cells were starved with 10 µM SB-431542 overnight and then the SB-431542 was washed out prior to Activin A stimulation. For BMP4 treatments, cells were serum-starved overnight and then treated with BMP4.

### DNA pulldown assay and Western blotting

Parental HaCaT and SMAD4 knockout clones were serum starved overnight with Opti-MEM™ (ThermoFisher Scientific) and then were treated with 20 ng/ml BMP4 (PeproTech) for 1 h. Nuclear lysates were prepared using buffer containing 420 mM NaCl as described^115^. DNA pulldown assays were performed as previously described with some modifications^116^. DNA pulldowns were performed in the presence of a 20 μg of non-biotinylated mutant competitor oligonucleotide to reduce non-specific binding. The oligonucleotides corresponding to WT and mutated upstream *ID3* enhancer^62^ are shown in Supplementary Table 1. Western blotting was carried out using standard methods. The list of the antibodies used is shown in Supplementary Table 2, as are the dilutions at which they were used.

### Statistical analysis

All qPCR data are the means and SEMs of at least three independent biological experiments, except the gene expression for *smad4a* and *smad4b* after gastrulation which came from two independent experiments. Within each qPCR experiment technical duplicates were run. All immunofluorescence and in-situ experiments were performed at least twice and the majority, at least three times. qPCR time series experiments were analyzed using Microsoft Excel and statistical analysis was performed using the software Prism8 with an unpaired multiple comparison *t*-test with Holm-Sidack correction. For comparisons between more than two groups, 2-way Anova and Tukey post hoc test were used. For immunofluorescence and OPT data on individual descriptors a non-parametric Mann–Whitney test was used. For the bulk RNA-seq quantification of gene expression differences between WT and MZ*smad4a* replicates a Wald test was used. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Dataset 1

Dataset 2

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Software code

Reporting Summary

Supplementary Data File 3_ESM

## Data Availability

The bulk RNA-seq and scRNA-seq data have been deposited in GEO under the accession code “GSE162289” for the bulk RNA-seq and “GSE164574” for the scRNA-seq. The sc-RNA seq analysis is accessible as an “R markdown file” (Supplementary Data File 3). All quantitative data presented in the paper are supplied in the Source Data file, as are the uncropped Western blots shown in Fig. 3 and Supplementary Fig. 4. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Smad4 controls signaling robustness and morphogenesis by differentially contributing to the Nodal and BMP pathways
**Source:** Nat Commun. 2021 Nov 4;12:6374. doi: 10.1038/s41467-021-26486-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**Title: Supplementary Movie 1: Live imaging of WT embryo development**

Description: Rendering of MuVi-SPIM light sheet microscope 3D image data of mosaically-labeled nuclei in WT embryos. PSmOrange mRNA was injected at the 1-cell stage. Acquisition was started at mid gastrulation for 11 consecutive hours with 5 min intervals.

**Title: Supplementary Movie 2: Live imaging of MZ*smad4a* embryo development**

Description: Rendering of MuVi-SPIM light sheet microscope 3D image data of mosaically-labelled nuclei in MZ*smad4a* embryos. PSmOrange mRNA was injected at the 1-cell stage. Acquisition was started at mid gastrulation for 11 consecutive hours with 5 min intervals.

**Title: Supplementary Movie 3: OPT acquisition of fluorescently-labeled WT embryos** Rendering of Description: multi-sample OPT image data of rotating WT embryos at 24 hpf. Embryos were stained for *otx2* (cyan; anterior marker) and *myod* (magenta; posterior marker). Nuclei were labeled with SYTOX Orange.

**Title: Supplementary Movie 4: OPT acquisition of fluorescently-labeled MZ*smad4a* embryos**

Description: Rendering of multi-sample OPT image data of rotating MZ*smad4a* embryos at 24 hpf. Embryos were stained for *otx2* (cyan; anterior marker) and *myod* (magenta; posterior marker). Nuclei were labeled with SYTOX Orange.

**Title: Supplementary Software**

Description: Custom code for embryo segmentation and quantitation implemented in MATLAB, enabling the extraction of morphological parameters, which were used for the analyses shown in Figs 6 and 7 and Supplementary Figs 7 and 8. Information concerning how to run the code can be found in the README.md file in the following [Github link](https://github.com/yalexand/ALYtools).

**Title: Supplementary Dataset 1**

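The normalized reads in this table are read counts scaled so that libraries of different depth can be compared. The gene list behind them differs from that of the deposited counts, and many genes have another count there. A value is not a number of molecules, and a value near 0 rests on few reads. The log2 fold changes compare MZsmad4a with WT, so a negative value means a lower level in the mutant. The adjusted p is the p of DESeq2's Wald test corrected for the number of genes tested. For sizzled, the table gives -5.21 as log2 fold change, where the deposited expected counts of the same libraries gave -7.44 with DESeq2's unshrunken estimate and -5.20 when DESeq2 shrank fold changes with a prior. Genes with few reads in one genotype are affected most by such shrinkage.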

Description: Raw data for the bulk RNA-seq showing normalized RNA-seq reads for three batches of WT and MZ*smad4a* mutant embryos. Means are shown and log2 fold change between the WT and mutant Mean read values are shown, as well as the relevant statistics. These data were used to generate the heatmaps displayed in Fig. 2a, and the graphs in Figs 1h and 2b and Supplementary Figs 1h, 2c, 3b and 6a.

**Title: Supplementary Dataset 2**

Description: A spreadsheet showing the parameters used for the quantitation of segmented embryos (sheet 1), and the output values of the resulting analyses for each embryo (sheet 2). The descriptors in sheet 2 are defined in sheet 1. The descriptors colored in yellow were used for the PCA plots shown in Figs 7b, c and e and in Supplementary Fig 8d.

# Supplementary material for: Smad4 controls signaling robustness and morphogenesis by differentially contributing to the Nodal and BMP pathways
**Source:** Nat Commun. 2021 Nov 4;12:6374. doi: 10.1038/s41467-021-26486-3
**Supplement:** Supplementary file 12 — Supplementary Data File 3_ESM

Sphere stage

# Sphere stage

#### Luca Guglielmi

#### 14/09/2020

# 1: Loading required packages

```
library(dplyr)
```

```
## 
## Attaching package: 'dplyr'
```

```
## The following objects are masked from 'package:stats':
## 
##     filter, lag
```

```
## The following objects are masked from 'package:base':
## 
##     intersect, setdiff, setequal, union
```

```
library(Seurat)
```

```
## Attaching SeuratObject
```

```
library(patchwork)
```

# 2: Loading the dataset via the Read10X function

```
sphere2<- Read10X(data.dir = "~/Desktop/GSM5014336_Zsphere_scRNA")
```

# 3: Transforming the matrix into a Seurat Object

```
sphere2 <- CreateSeuratObject(counts = sphere2, project = "sphere2", min.cells = 3, min.features = 200)
```

```
## Warning: Feature names cannot have underscores ('_'), replacing with dashes
## ('-')
```

# 4: Calculating percentage of mitochondrial genes

```
sphere2 [["percent.mt"]] <- PercentageFeatureSet(sphere2, pattern = "^mt-")
```

# 5: Visualizing QC metrics

```
VlnPlot(sphere2, features = c("nFeature_RNA", "nCount_RNA", "percent.mt"), ncol = 3)
```

# 6: We remove dying cells using the subset function

```
sphere2 <- subset(sphere2, subset = percent.mt < 10)
```

# 7: We normalize the data by using the Log Normalize function

```
sphere2 <- NormalizeData(sphere2, normalization.method = "LogNormalize", scale.factor = 10000)
```

# 8: Identification of highly variable features

```
sphere2 <- FindVariableFeatures(sphere2, selection.method = "vst", nfeatures = 2000)
top10 <- head(VariableFeatures(sphere2), 10)
plot1 <- VariableFeaturePlot(sphere2)
plot1 <- LabelPoints(plot = plot1, points = top10, repel = TRUE)
```

```
## When using repel, set xnudge and ynudge to 0 for optimal results
```

```
plot1
```

# 9: Scaling the data

```
all.genes <- rownames(sphere2)
```

```
sphere2 <- ScaleData(sphere2, features = all.genes)
```

```
## Centering and scaling data matrix
```

# 10: Perform linear dimensional reduction (PCA)

```
sphere2 <- RunPCA(sphere2, features = VariableFeatures(object = sphere2))
```

```
## PC_ 1 
## Positive:  cldne, cebpb, krt4, krt18, si:ch211-125o16.4, grhl3, cldnb, ackr3b, mid1ip1a, krt8 
##     ftr82, plekhf1, klf2a, lye, rassf7b, gadd45bb, her6, si:ch211-95j8.2, ovol1, gata3 
##     neurl1ab, gadd45ba, arl13a, gata2a, stard14, fzd7a, tfap2a, grhl1, depdc7, CYSTM1 (1 of many) 
## Negative:  zic2b, si:ch1073-80i24.3, her5, cx43.4, fam212aa, cxcr4a, fam46ba, aldob, zgc:113424, sb:cb81 
##     id1, has2, ccna1, si:rp71-45k5.2, apoeb, admp, mych, mex3b, anp32a, si:dkeyp-87d1.1 
##     zgc:64022, ccnb2, snai2, gmnn, cited2, nnr, blf, tbx16, BX324155.1, zic3 
## PC_ 2 
## Positive:  ccnd1, itpkcb, nnr, exd2, zgc:64022, CR383676.1, si:ch73-1a9.3, abca3b, thy1, tacc3 
##     fbxo5, admp, si:dkeyp-115e12.6, aspm, sox3, znf1046, sox19a, si:ch211-57f7.7, cldnd, svila 
##     fhdc3, ccdc102a, fam212aa, cx43.4, id1, gpd1b, sult6b1, cited2, si:dkey-122c11.8, per1b 
## Negative:  mixl1, noto, foxa3, ca15b, sebox, wnt11, fgf8a, myl12.1, arl4ab, lamp2 
##     chd, lft1, dharma, ta, vrtn, ddx4, mid1ip1l, CABZ01090031.1, rasgef1ba, arg2 
##     dazl, acp5a, dkk1b, si:dkey-261j4.3, siva1, ndel1b, osr1, flrt3, celf1, pfn2 
## PC_ 3 
## Positive:  mixl1, fgf8a, noto, wnt11, dharma, arl4ab, foxa3, ta, lft1, sebox 
##     osr1, chd, flrt3, dkk1b, ism1, CR383676.1, lft2, fgf4, nog1, tbx16 
##     fgf17, pnrc2, znfl2a, fzd8b, si:dkey-261j4.3, si:dkey-238d18.15, foxa2, vrtn, ndr1, pitx2 
## Negative:  ccnb1, cldnd, thy1, zgc:64022, sox19b, cth1, epcam, aurka, id1, tpx2 
##     ccnb2, zgc:113424, si:dkeyp-115e12.6, zgc:55733, stmn1a, zgc:153867, ccna1, bora, sinup, pias4b 
##     ctss2.1, ube2ib, arntl2, pttg1, zgc:56493, sox3, elovl7b, fam212aa, orc6, tacc3 
## PC_ 4 
## Positive:  CABZ01090031.1, phlda3, si:ch211-239d6.2, zgc:114130, isg15, mid1ip1l, gadd45aa, mdm2, bbc3, sesn1 
##     rnd3a, zgc:158852, ccnb1, foxo3b, sox19b, ccna1, rasl11b, h1m, aplnrb, cxcl12b 
##     cdkn1a, cldng, cth1, acp5a, grasp, zgc:162879, spsb1, vps9d1, si:ch211-260e23.9, si:dkey-85n7.7 
## Negative:  asb11, tbx16, CR383676.1, hnrnpa0b, ccnd1, marcksl1b, si:ch1073-80i24.3, sb:cb81, cox7c, stm 
##     vgll4l, hspb1, lrwd1, dynll1, aldob, blf, si:ch211-173m16.2, zic2b, tdgf1, pnrc2 
##     RPL41, sox11a, nnr, hmgn6, kpna2, hmgb2a, polr3gla, znfl2a, si:ch73-1a9.3, yy1a 
## PC_ 5 
## Positive:  CABZ01090031.1, zgc:114130, mid1ip1l, sox19b, ccna1, id1, zgc:158852, ccnb1, cxcr4a, zgc:77118 
##     ccnb2, dusp6, siva1, h1m, p4hb, btg3, zgc:113424, zic2a, gmnn, lsm14b 
##     acp5a, cth1, lsm4, ube2al, brf2, snupn, rasgef1ba, ccnd1, klf17, rhpn2 
## Negative:  si:ch211-239d6.2, phlda3, isg15, gadd45aa, foxo3b, sesn3, aplnrb, fosab, mdm2, cxcl12b 
##     cdkn1a, rasl11b, bbc3, lnx1, RPS27L, bdnf, rnd3a, sesn1, tp53inp1, foxi1 
##     si:dkey-85n7.7, rbl2, pimr191, METRNL (1 of many), RNF169, si:ch211-260e23.9, grasp, tat, phlda2, ctsh
```

```
DimPlot(sphere2, reduction = "pca")
```

# 11: Determine dataset dimentionality

```
ElbowPlot(sphere2)
```

The majority of true signal is captured within the first 15 PCs

# 12: Clustering the cells

```
sphere2 <- FindNeighbors(sphere2, dims = 1:15)
```

```
## Computing nearest neighbor graph
```

```
## Computing SNN
```

```
sphere2 <- FindClusters(sphere2, resolution = 0.2)
```

```
## Modularity Optimizer version 1.3.0 by Ludo Waltman and Nees Jan van Eck
## 
## Number of nodes: 2595
## Number of edges: 85814
## 
## Running Louvain algorithm...
## Maximum modularity in 10 random starts: 0.8481
## Number of communities: 4
## Elapsed time: 0 seconds
```

we use a low resolution for the Louvain algorithm to have an Idea of the general regionalization of the emrbyo

# 13: Non-linear dimensional reduction (uMAP)

```
sphere2 <- RunUMAP(sphere2, dims = 1:15)
```

```
## Warning: The default method for RunUMAP has changed from calling Python UMAP via reticulate to the R-native UWOT using the cosine metric
## To use Python UMAP via reticulate, set umap.method to 'umap-learn' and metric to 'correlation'
## This message will be shown once per session
```

```
## 17:28:13 UMAP embedding parameters a = 0.9922 b = 1.112
```

```
## 17:28:13 Read 2595 rows and found 15 numeric columns
```

```
## 17:28:13 Using Annoy for neighbor search, n_neighbors = 30
```

```
## 17:28:13 Building Annoy index with metric = cosine, n_trees = 50
```

```
## 0%   10   20   30   40   50   60   70   80   90   100%
```

```
## [----|----|----|----|----|----|----|----|----|----|
```

```
## **************************************************|
## 17:28:13 Writing NN index file to temp file /var/folders/s2/phwgmcs926x8kbjk57m5lqw14_t3jy/T//Rtmp4q5BjM/file32203e95a44f
## 17:28:13 Searching Annoy index using 1 thread, search_k = 3000
## 17:28:14 Annoy recall = 100%
## 17:28:14 Commencing smooth kNN distance calibration using 1 thread
## 17:28:14 Initializing from normalized Laplacian + noise
## 17:28:14 Commencing optimization for 500 epochs, with 99410 positive edges
## 17:28:17 Optimization finished
```

```
DimPlot(sphere2, reduction = "umap",label = TRUE,  pt.size = 2) + NoLegend()
```

# 14: Plotting expression of selected genes

```
FeaturePlot(sphere2, features = c("smad4a"), pt.size = 2)
```

# 15: Plotting percentage of mitocondrial genes on the uMAP

```
FeaturePlot(sphere2, features = c("percent.mt"), pt.size = 2)
```

# 16: Plotting percentage of mitocondrial genes across clusters using the VlnPlot function

```
VlnPlot(sphere2, features = c("percent.mt"), ncol = 3)
```

# 17: Characterizing the different clusters (20 genes each)

```
sphere2.markers <- FindAllMarkers(sphere2, only.pos = TRUE, min.pct = 0.25, logfc.threshold = 0.25)
```

```
## Calculating cluster 0
```

```
## For a more efficient implementation of the Wilcoxon Rank Sum Test,
## (default method for FindMarkers) please install the limma package
## --------------------------------------------
## install.packages('BiocManager')
## BiocManager::install('limma')
## --------------------------------------------
## After installation of limma, Seurat will automatically use the more 
## efficient implementation (no further action necessary).
## This message will be shown once per session
```

```
## Calculating cluster 1
```

```
## Calculating cluster 2
```

```
## Calculating cluster 3
```

```
sphere2.markers %>%  group_by(cluster) %>%  top_n(n = 20, wt = avg_log2FC) -> top20
DoHeatmap(sphere2, features = top20$gene) + NoLegend()
```

# 18:Plotting expression of cluster specific genes

```
FeaturePlot(sphere2, features = c("zic3","zic2b","admp","aldob","zic2b","id1"), pt.size = 1)
```

```
FeaturePlot(sphere2, features = c("cebpb","lye","grhl3","cldnb"), pt.size = 1)
```

```
FeaturePlot(sphere2, features = c("lft1","dharma","mixl1","chd"), pt.size = 1)
```

```
FeaturePlot(sphere2, features = c("sesn3","mdm2"), pt.size = 1)
```

# 19:Plotting expression of signalling effectors

```
FeaturePlot(sphere2, features = c("bmp7a","bmp2b","bmp4","smad2","smad1","smad5","smad2","smad3a","smad3b"), pt.size = 1)
```

How the deposited data were processed for this re-analysis (not part of the article)

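Bulk RNA-seq was analysed for 6 libraries of zebrafish embryos at 50% epiboly, 3 from WT and 3 from MZsmad4a embryos, each made from 25 embryos. Genotype and replicate number come from the sample labels and the paper. The authors sequenced the libraries as paired-end reads, removed adapters with cutadapt, aligned to GRCz11 with the Ensembl release 95 annotation with STAR according to the paper's methods, and estimated expression with RSEM. The authors deposited, for each gene, the expected count from RSEM, which is not normalized, and the TPM value, which RSEM scales to the same total in each library. No gene was filtered out before deposition, since each library lists 32266 genes, many of them at 0. The identifiers stop below some of those in the paper's own table of the same libraries, so the gene list behind the deposited counts differs from that of the table, and no coordinates are printed.

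The total per library ranged from 9807865 to 20833491 expected counts. A level of 3 counts, taken as the smallest level the depth can show, was between 0.144 and 0.306 CPM. Such levels cover counting error only, since the reads carry no molecular identifiers.

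Expected counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM normalization, glmQLFit and glmQLFTest with genotype as the only term, Benjamini-Hochberg adjustment, threshold 0.01). The standard error is the size of the log2 fold change divided by the square root of the test's F value. CPM values are expected counts divided by the TMM-scaled library size, and log2 CPM used a prior count of 2. DESeq2 1.42.0 and limma 3.58.1 were used for alternatives, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 for the summaries. Target scores are the mean log2 CPM per library over the genes of a set, compared by exact permutation tests, with which 3 libraries against 3 cannot give a p under 0.1. The fits were tested on simulated counts for 15720 genes with 200 changed: edgeR gave 154 calls, of which 151 were changed genes with the right direction. The changed genes were drawn from those above a minimum mean count and had log2 fold changes of at least 1 in size.

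The replicate numbers 1 to 3 that pair the libraries are those in the sample labels. The paper's supplement describes 3 batches of WT and MZsmad4a embryos without saying which libraries share one. A model with the replicate number as a block was therefore an alternative. The closing section names apip, ENSDARG00000071629 and ENSDARG00000080337, which were picked after their values were seen. The other genes named in the text are chosen by a rule. They are the 34 identifiers of a list of genes the paper names in connection with the RNA-seq, of which 33 could be tested. That RNA-seq is of these same libraries, so an adjusted p over the list alone is no independent support. Added to the list are the 5 genes with the smallest p in each direction. They were taken from the genes with an adjusted p under 0.01 and no overlap between the genotypes. That rule, the tests between the genotypes, the target scores, the test on the chromosome of smad4a and the alternatives listed here were fixed before the data were examined. Thinned libraries, target scores scaled by RLE or by library size, and the other checks of the closing section were set afterwards. The alternatives were DESeq2 with and without a prior on the fold change, the replicate block in edgeR and in DESeq2 with the prior, RLE scaling, library size only, no filter on low counts, at least 10 counts in every library, counts truncated instead of rounded, limma on log2(TPM + 1), an adjusted p under 0.05, a log2 fold change of at least 1, the median in place of the mean over the genes of a score, and leaving out each library in turn.

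Gene symbols come from the paper, its supplementary table and a table of identifiers and symbols. 26467 of 32266 identifiers had one. For SIX3 and BMP2 a pair of identifiers share the name, and both are given. The paper's table names 1 of the SIX3 pair six3b. Chromosome membership and gene order come from RefSeq symbols of the assembly GRCz12tu and were used only to say which genes share a chromosome or are neighbours. qPCR, imaging, single-cell data, mouse cells and the bmp7 mutant data of the paper were not analysed here.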

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

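The tests below on depth and on other splits of the libraries were chosen after the number of called genes had been seen, and those on chromosome and length before their results were seen. No test for an outlying value was run within a genotype, because each has 3 libraries. Dependence on a single library was examined by leaving out each in turn.

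5 genes that the paper does not discuss were higher in every MZsmad4a library than in every WT library and had the smallest p among the higher genes with edgeR's quasi-likelihood test. They were ENSDARG00000040487 (log2 fold change 4.94), IRX3 (2.99), CCDC134 (3.88), ADAMTS1 (3.35) and KDELR3 (4.98). In WT embryos CCDC134, ADAMTS1 and KDELR3 had 0.702, 0.811 and 0.224 CPM, close to the smallest level the depth can show, and in MZsmad4a embryos 10.3, 8.37 and 7.70 CPM. ENSDARG00000040487 and IRX3 had 2.26 and 5.29 CPM in WT and 70.1 and 42.2 CPM in MZsmad4a embryos. Each of the 5 remained past the threshold in the 6 fits that each left out one library, and with the replicate block the highest of their adjusted p-values was 0.00876.

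A lower depth of WT replicate 1 is one technical explanation for the calls as a whole. With every library thinned to the smallest total, 97 genes were called in place of 112, which is within the limit of 1.5 times, so depth does not account for most calls. Gene length is another. The median length of the called genes was at percentile 55.5 of 10000 random lists matched on mean expression, so they were not unusually long or short. A haplotype carried along with the mutated locus is a further one. Without smad4a, 2.1% of the called genes and 3.2% of the other tested genes lay on the chromosome of smad4a (Fisher's exact test, two-sided, p = 0.772), and none of the 30 placed genes called higher lay there. Reads shared between duplicated copies, and variants of the mutant strain elsewhere in the genome, were not tested for these 5 genes and cannot be told apart from an effect of the loss of smad4a. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, called as many genes. The other 3 of these called at most 1 gene. The 6 splits that part only 1 pair called none, with between 315 and 880 genes at an unadjusted p under 0.05 against 2750 for the real split. With 4 comparable splits the share of splits cannot fall under 0.05, so this count bears neither way, and by it alone the calls cannot be told apart from chance. A response to the loss of BMP signaling remains a hypothesis for these genes.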

How the results depend on the processing

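The alternatives were fixed before the data were examined, except thinning every library to the smallest total and scaling the target scores by RLE or by library size, which were chosen after seeing the data.

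The number of genes past the threshold depended on the test. edgeR's quasi-likelihood test called 77 genes lower and 35 higher, 68.8% of them lower. DESeq2 called 343 lower and 315 higher (52.1% lower), DESeq2 with a prior on the fold change 333 and 314, and DESeq2 with that prior and the replicate block 260 and 255. The paired fit, edgeR with the replicate block, called 22 and 7. Without a filter on low counts edgeR called 167 and 116, with at least 10 counts in every library 43 and 21, and at an adjusted p under 0.05 it called 263 and 198. The 6 fits that each left out one library called from 16 to 47 lower and from 8 to 29 higher. RLE scaling (77 and 37), truncated counts (77 and 35), limma on log2(TPM + 1) (90 and 25), a log2 fold change of at least 1 (76 and 29) and thinned libraries (65 and 32) stayed within 1.5 times. Scaling by library size only gave 105 and 24, which raised the share of lower genes to 81.4%, and shifted the median log2 fold change of all genes to -0.116 from -0.008 with TMM. Of edgeR's 77 lower and 35 higher calls, DESeq2 with and without the prior shared all, DESeq2 with the prior and the replicate block 77 and 34, library size only 77 and 23, limma 64 and 19, thinned libraries 63 and 26, at least 10 counts in every library 43 and 21, the replicate block 20 and 7, and the fits without one library from 15 to 38 and from 8 to 12. The cause of the other changes was not tested.

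The log2 fold change of smad4a kept its direction and its side of the threshold under every alternative. That of smad4b stayed short of the threshold throughout and was from -0.65 to 0.02 across the fits that each left out one library. The same fits gave dlx3b from -0.61 to 0.07, positive without WT replicate 1, and dusp4 from -0.29 to 0.21, positive without WT replicate 2 (0.21) and without MZsmad4a replicate 1 (0.11), against -0.31 and -0.07 with all libraries. None of these was past the threshold. DESeq2 with the prior and the replicate block shrank the log2 fold change of sizzled to -1.12.

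The BMP target score and the difference between BMP and Nodal targets were lower in MZsmad4a embryos under every alternative run on them, from -2.89 to -2.33 and from -2.63 to -2.0. The exact permutation test cannot pass its threshold with 3 libraries against 3, so these alternatives bear on the size only. The Nodal target score was between -0.39 and 0.02 across the fits that each left out one library, positive only without MZsmad4a replicate 1. On log2(TPM + 1) it was -0.33 with an exact permutation p of 0.1, the smallest that 3 libraries against 3 allow, and with library size only -0.34 (exact permutation p = 0.3), against an exact permutation p of 0.7 for -0.23 with TMM.

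The odds ratio for called genes on the chromosome of smad4a was 0.95 with all libraries and edgeR. It was 1.11 with DESeq2, 1.12 with its prior, 2.39 with the replicate block, 1.07 with at least 10 counts in every library, 1.03 with a log2 fold change of at least 1, 1.12 with thinned libraries, and from 1.52 to 2.85 in the fits without one library. smad4a itself is among the called genes there, and no Fisher's exact p was under 0.111.

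For the 38 other gene results, 641 values were computed under the alternatives. 601 kept their direction and side of the threshold, 19 were no longer past it, 18 were newly past it and 3 changed sign. The 18 came from DESeq2, limma or the fit without a filter. With the replicate block, smad1, gata2a and foxi1 were no longer past the threshold. In the 6 fits that each left out one library, gata2a (adjusted p from 0.0175 to 0.0443) and foxi1 (from 0.0108 to 0.0313) were past it in 0, smad1 in 3 and bmp4 in 5. The depth of WT replicate 1 limits genes at the level of smad4b, ndr1 and dlx3b, whose counts there were 33, 19 and 55.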

Differences from the paper's values

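The paper reports 345 genes lower and 302 higher, where edgeR's quasi-likelihood test on the deposited counts called 77 and 35. For the lower genes, DESeq2 (343), DESeq2 with a prior on the fold change (333), DESeq2 with that prior and the replicate block (260) and an adjusted p under 0.05 (263) came within 1.5 times of the paper's number. For the higher genes, the DESeq2 fits did (315, 314 and 255). None of the other alternatives set before the data were examined closed either gap. The paper's methods name DESeq2.

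The paper's adjusted p-values were smaller than those of edgeR for every gene whose value it prints. They are 2.13e-35 in the paper against 0.000546 for smad4a, 4.7e-78 against 0.00055 for sizzled, 9.25e-23 against 0.00212 for smad1, 1.58e-27 against 0.000686 for eve1, 2.18e-23 against 0.00116 for bmp4, and 2.45e-48 against 0.000365 for id3. For id3, DESeq2 without a prior gave 1.79e-48, within 1.5 times of the paper's value. For the other 5 genes no alternative set before the data were examined came within 1.5 times. DESeq2 with a prior gave 2.17e-38 for smad4a, 8.35e-80 for sizzled, 3.08e-22 for smad1, 2.24e-28 for eve1 and 8.24e-24 for bmp4.

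Of the named genes in the readable part of the paper's table, 8 had log2 fold changes that differed by more than the larger standard error. Coming within that error counts as closing the gap. DESeq2 with a prior was the only alternative compared that closed it for all 8, and the others did so for some genes only. For tbx3a the paper's value is -4.83 against -6.33, and DESeq2 with a prior alone (-4.81) closed the gap. For tbx16l it is -2.32 against -2.49. The 3 DESeq2 fits (-2.48, -2.32 and -2.32), no filter on low counts (-2.47) and the fits without WT replicate 1, WT replicate 2, MZsmad4a replicate 1 or MZsmad4a replicate 3 (-2.48, -2.42, -2.45 and -2.41) closed it. For sizzled the paper's value is -5.21 against -7.40, and DESeq2 with a prior (-5.20) and limma on log2(TPM + 1) (-5.06) were within that error while the other alternatives were not. For smad1 it is -2.70 against -3.36, and DESeq2 with a prior alone (-2.67) closed the gap. For sox17 it is -1.69 against -2.19. DESeq2 with a prior (-1.67), the same with the replicate block (-1.53), limma on log2(TPM + 1) (-1.87) and the fit without MZsmad4a replicate 1 (-1.85) closed that gap. For six3b (ENSDARG00000054879) it is -1.17 against -1.66, closed by DESeq2 with a prior (-1.15), the same with the replicate block (-1.02) and the fits without WT replicate 1 (-1.49), WT replicate 2 (-1.65) or MZsmad4a replicate 1 (-1.27). For id3 it is -2.41 against -2.58. The 3 DESeq2 fits (-2.57, -2.41 and -2.33), no filter on low counts (-2.56) and the fits without WT replicate 1, WT replicate 2 or MZsmad4a replicate 1 (-2.55, -2.50 and -2.53) closed it. For foxi1 it is -1.70 against -1.92. The 3 DESeq2 fits (-1.91, -1.70 and -1.62), the replicate block (-1.92, with a larger standard error), no filter on low counts (-1.90) and the fits without WT replicate 1, MZsmad4a replicate 1 or MZsmad4a replicate 2 (-1.74, -1.76 and -1.94) closed it. The remaining alternatives set before the data were examined left these gaps open. Thinned libraries, set afterwards, were not part of this comparison. They gave -2.42 for tbx16l, within the paper's error of 0.16, and -1.59 for six3b.

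The paper states that tbxta, noto, tbx16 and mespab were expressed at WT levels. For tbxta it names RNA-seq and qPCR. For tbx16 it also cites in situ hybridization at a later stage. For noto it cites only panels that its data description does not list among those from the RNA-seq. In the deposited counts at 50% epiboly, tbxta, noto, tbx16 and mespab were each lower in all 3 MZsmad4a libraries than in all 3 WT libraries. Their log2 fold changes were -0.57, -0.51, -0.62 and -0.71. None was past an adjusted p of 0.01 with edgeR. DESeq2 without a prior (5.55e-05) and with it (5.40e-05), limma (0.00622) and DESeq2 with the prior and the replicate block (0.00324) called mespab, and the last of these also called tbxta (0.000667) and tbx16 (0.00219). Across the alternatives other than leaving out a library, the adjusted p was from 5.4e-05 to 0.0535 for mespab, from 0.000667 to 0.0652 for tbxta and from 0.00219 to 0.0654 for tbx16. The paper's table gives mespab an adjusted p of 7.49e-05. The paper states that lft2 was at WT levels by mid gastrulation, from qPCR. In the RNA-seq at 50% epiboly its log2 fold change was -0.99, called by DESeq2 without a prior (0.000484) and with it (0.000478) and up to 0.108 among the other alternatives, leaving out a library included, and the paper's table gives an adjusted p of 0.000472. The paper states that dlx3b was strongly lower during gastrulation, from qPCR, as in its RNA-seq data. Here its log2 fold change was -0.31 with an adjusted p of 0.745 from edgeR's test, and no alternative called it. The paper states that sox17 was significantly reduced. edgeR's adjusted p was 0.0204, and the 3 DESeq2 fits (2.51e-07, 2.13e-07 and 9.20e-06) and the fit without a filter on low counts (0.00416) called it, with up to 0.0703 among the others, leaving out a library included. The paper's table gives six3b an adjusted p of 0.00346, where edgeR's was 0.0919. DESeq2 called it without a prior (0.00433) and with it (0.00434), with up to 0.202 among the others, leaving out a library included. The text of the paper names six3a, not six3b, as unaltered or a little higher. The other SIX3 gene (ENSDARG00000058008), which may be six3a, had a log2 fold change of 1.73. Its adjusted p was 0.0843 from edgeR's test and 0.00514 from DESeq2's Wald test. The paper describes otx1 as unaltered or a little higher. Its log2 fold change was 1.08, with an adjusted p of 0.137 from edgeR's test and of 0.018 over the 33 tested genes of the list alone, and from 0.000376 to 0.29 among the alternatives, the lowest from DESeq2 with the prior and the replicate block.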

Other observations

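The test on the most abundant gene was chosen after its share of the counts and the shift had been seen, and the limits for nearly absent genes and the count of neighbouring genes at an adjusted p under 0.05 were chosen after the data had been examined.

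DESeq2 called 658 of 24983 genes and edgeR 112 of 15720 after its filter. Without that filter edgeR called 283, so the filter accounts for part of the gap at most. False calls by DESeq2 at these spreads are a candidate explanation for part of this gap. On simulated counts with the real means, spreads and library sizes and 200 changed genes, 9.9% of DESeq2's 191 calls at an adjusted p under 0.01 were false, against 1.9% of edgeR's 154. DESeq2 also recovered more of the changed genes, 69.7% against 45.5% of those changed by a log2 fold change of 1. The gap in the real data may therefore hold both true changes that edgeR missed and false calls by DESeq2. The simulation assumes spreads that edgeR estimated from these libraries and does not say which genes are which. It changed only genes above a minimum mean count, by log2 fold changes of at least 1 in size. Its rates therefore do not cover genes with few counts or smaller changes.

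Under scaling by library size only, the median log2 fold change of all genes was -0.116. The most abundant gene (ENSDARG00000080337, without a symbol) took 4.01%, 8.15% and 7.88% of the counts in WT replicates 1, 2 and 3 and 8.43%, 9.60% and 11.27% in MZsmad4a replicates 1, 2 and 3. With it left out of the totals the median was -0.068, so its share may account for part of the shift but not all of it. With TMM the median was -0.008.

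11 genes had at most 3 counts in every library of one genotype and at least 30 in every library of the other. 8 were nearly absent in MZsmad4a embryos and 3 in WT embryos. They were picked after their values were seen. Among them apip had 48, 85 and 60 counts in WT and 1, 2 and 3 in MZsmad4a embryos, and ENSDARG00000071629 had 0 counts in each WT library and 125, 122 and 53 in the MZsmad4a libraries. A haplotype linked to the mutated locus could produce such a pattern for genes on the chromosome of smad4a. The 8 genes that could be placed by symbol, apip among them, lay on other chromosomes, so this explanation remains open only for the 3 genes without a place, ENSDARG00000071629 among them. As 72.7% of the 11 could be placed, under the 80% needed, the test on the whole group is void (Fisher's exact p = 1). A difference in strain between the WT and the mutant fish elsewhere in the genome, or a gene present in one strain and not in the other, was not tested.

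If strain haplotypes differed between the WT and the mutant fish, called genes might lie next to one another along the chromosomes. Of the 112 called genes, 77.7% could be placed, under the 80% needed, so this check is also void for the whole group. Among the placed ones, 2 had a called neighbour against a mean of 1.3 in 10000 random placements (permutation p = 0.48). At an adjusted p under 0.05, 75.7% could be placed, also under the 80% needed, so the check is void there too for the whole group. Among the placed ones, 57 had a called neighbour against a mean of 20.7 (permutation p = 0.0001, the smallest these placements can give). Neighbouring genes can also be duplicated copies that share reads or be regulated together, which was not tested, so the pattern cannot be told apart from these.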
